# The Effect of Triptolide Combined With Crocin on Arthritis in Mice: From Side Effect Attenuation to Therapy

**DOI:** 10.3389/fphar.2022.908227

**Published:** 2022-06-23

**Authors:** Min Yan, Yinyin Yan, Zhenqiang Zhang, Guoqiang Wang, Wenbo Shi, Mengyuan Jiang, Junwei Zhao, Xiangxiang Wu, Huahui Zeng

**Keywords:** triptolide, crocin, compatibility, toxicity, arthritis

## Abstract

Clinical use of triptolide (TP) is restricted due to severe toxicity. This study assessed the protective effect of crocin (CR) as a natural antioxidant against TP-induced toxicity in bovine collagen type II-induced arthritis (CIA) in mice. The mice in the CIA model group showed macroscopic signs of severe arthritis. The anti-arthritis effects in the control, TP + CR, and TP groups were evaluated through assessment of foot volume, arthritis score, and proinflammatory cytokines, and collagen antibody assay. Crocin reduced TP-induced toxicity, as evidenced by evaluation of survival rate, body weight, visceral index, hepatic and renal functions, histopathologic analyses, and antioxidant enzyme activities. Transcriptome sequencing resulted in identification of 76 differentially expressed genes (DEGs) associated with hepatotoxicity between the TP and TP + CR groups. Of these, Three DEGs (Cyp1a2,Gsta4, and Gstp1) were validated using quantitative real-time PCR analysis. In conclusion, CR protected CIA mice from TP-induced toxicity through modulation of the cytochrome P450 and glutathione metabolism pathways.

## 1 Introduction

Triptolide (TP), the most studied bioactive chemical monomer of the Chinese herb Tripterygium wilfordii Hook. F., is a highly potent and effective anti-inflammatory, immunosuppressive, anti-rheumatoid, and anticancer agent (Tian et al., 2021; Tong et al., 2021; Zhang et al., 2021; Zhao et al., 2021).

Rheumatoid arthritis (RA) is a typical autoimmune disease often with symmetric facet joint disease, characterized by synovial hyperplasia, cartilage damages, and bone erosion. The collagen type II-induced arthritis (CIA) animal model (Trentham et al., 1977), is the most commonly studied model of RA (Zhao et al., 2022). In this model, antibodies against type II collagen play a crucial role for arthritis pathology (Yabe et al., 2021). The CIA model shares many pathological and histological similarities with RA, such as synovial hyperplasia, cartilage degradation and overproduction of inflammatory cytokines (Brand et al., 2007; Liang et al., 2018).

The Chinese herb Tripterygium wilfordii Hook. F. and its extracts have been used as an anti-rheumatic in China for many years (Qin, 2019). However, TP is highly toxic, suffers from poor aqueous solubility, and induces significant adverse effects, which limits its clinical use. Therefore, there is an urgent need to reduce TP-related toxicity without affecting therapeutic potency. Many strategies have been explored, including new dosage forms, structural modifications, and combination with other Chinese herbs (e.g., TP combined with chlorogenic acid or glycyrrhizic acid (GA)) (Tan et al., 2018; Wang et al., 2018; Zeng et al., 2020; Zhang et al., 2020; Yalikong et al., 2021).

Modern pharmacological studies of saffron and its main constituents have revealed a wide spectrum of biological activities (i.e., anti-inflammatory, antinociceptive, antioxidant, immunoregulatory effects, neurodegenerative diseases, cardiovascular diseases, anticancer, anti-arthritic effects and protection against natural and chemical toxins) (Attia et al., 2021; Xing et al., 2021). Crocin, mono, and diglycosyl esters of a polyene dicarboxylic acid are some of the main active components that are responsible for the pharmacological effects of saffron (Abdi et al., 2022; Salem et al., 2022; Xu et al., 2022).

Crocin (CR) is thought to protect against toxicity of viscera induced by some materials (El-Beshbishy et al., 2012; Razavi and Hosseinzadeh, 2015). In addition, pharmacokinetic studies have shown that crocin is not bioavailable after oral administration in blood circulation. Instead, it is rapidly transformed into crocetin in the gastrointestinal tract with high relative bioavailability (Zhang et al., 2017; Hosseini et al., 2018). However, there have been no studies to evaluate combination treatment with CR and TP as this treatment strategy may potentially reduce TP-related toxicity without impacting therapeutic efficacy. Therefore, this study focused on the mechanisms by which crocin mitigates TP-induced toxicity in a mouse bovine collagen type II-induced arthritis model.

## 2 Materials and Methods

### 2.1 Drugs, Reagents, and Animals

Triptolide (purity >98%) was purchased from Xi’an Haoxuan Biotechnology Co. Ltd. (Shanxi, China). Crocin (purity >98%) was obtained from TCI Chemical Industry (Shanghai, China). Glycyrrhizic acid (GA, purity 95%) was purchased from Cool Chemistry (Beijing, China).

Bovine type II collagen (2 mg/ml), Mouse Anti-Type II Collagen IgG Antibody ELISA Kits, complete Freund’s adjuvant (CFA, 4 mg/ml), and incomplete Freund’s adjuvant (IFA, 5 ml) were purchased from Condrex ((Norcross, GA, United States). BeyoRT™ III First Strand cDNA Synthesis Kit (Cat No. D7178M, Shanghai Biyuntian Biotechnology Co., Ltd., Shanghai, China), PowerUp™ SYBR™ Green Master Mix (Cat No. A25742, Thermo Fisher Scientific, United States), and kits for analysis of creatinine (CRE, Cat No. C011-2-1), blood urea nitrogen (BUN, Cat No. C013-1-1), alanine/aspartate transaminase (ALT/AST, Cat No. C009-2-1/C010-2-1), superoxide dismutase (SOD, Cat No. A001-1), malondialdehyde (MDA, Cat No. A003-1), catalase (CAT, Cat No. A007-2-1) and glutathione (GSH, Cat No. A006-2-1) were purchased from Nanjing Jiancheng Bioengineering Institute (Nanjing, China). Other chemicals and reagents used were of analytical grade.

Kunming (KM) mice (male, 7–8 weeks old, 20 ± 2 g) were purchased from Huaxing Laboratory Animal Farm (Zhengzhou, China) [License No: SCXK (Yu) 20190002]. Prior to experiments, all animals were acclimated to the experimental environment for 7 days and housed in a controlled environment (25 ± 1°C, humidity of 55 ± 5%) with a 12-h light/dark cycle. The mice were allowed free access to standard diet and water during the acclimation period. The experiments performed in this study were approved by the Animal Ethics Committee In Henan University of Chinese Medicine.

### 2.2 Collagen-Induced Arthritis Model and Grouping

The collagen-induced arthritis (CIA) model was established using bovine type II collagen, and the clinical severity of arthritis was scored as previously described [6]. Foot volume was measured using a volume-plethysmograph (PV-200, TECHMAN,Co. Ltd., Chengdu, China). The arthritis score (or deformation index) was used to describe the shape and joint swelling of the paws of CIA mice. Total scores for each mouse greater than eight were considered successful CIA models, and all mice in the control group had arthritis index scores of 0. A schematic for the animal modeling, mode of drug administration, and subsequent procedures is shown in Figure 1. After successful modeling, the mice were randomly divided into seven groups (n = 8) as follows:

A. normal saline (Control);
B. Collagen-induced arthritis model group (CIA);
C. 300 μg/kg TP treatment group (TP);
D. 300 μg/kg TP+50 mg/kg CR group (TP + LCR);
E. 300 μg/kg TP+100 mg/kg CR group (TP + MCR);
F. 300 μg/kg TP+200 mg/kg CR group (TP + HCR);
G. 300 μg/kg TP+50 mg/kg GA (TP + GA) as the positive drug control group (Yang et al., 2017).

**FIGURE 1:**
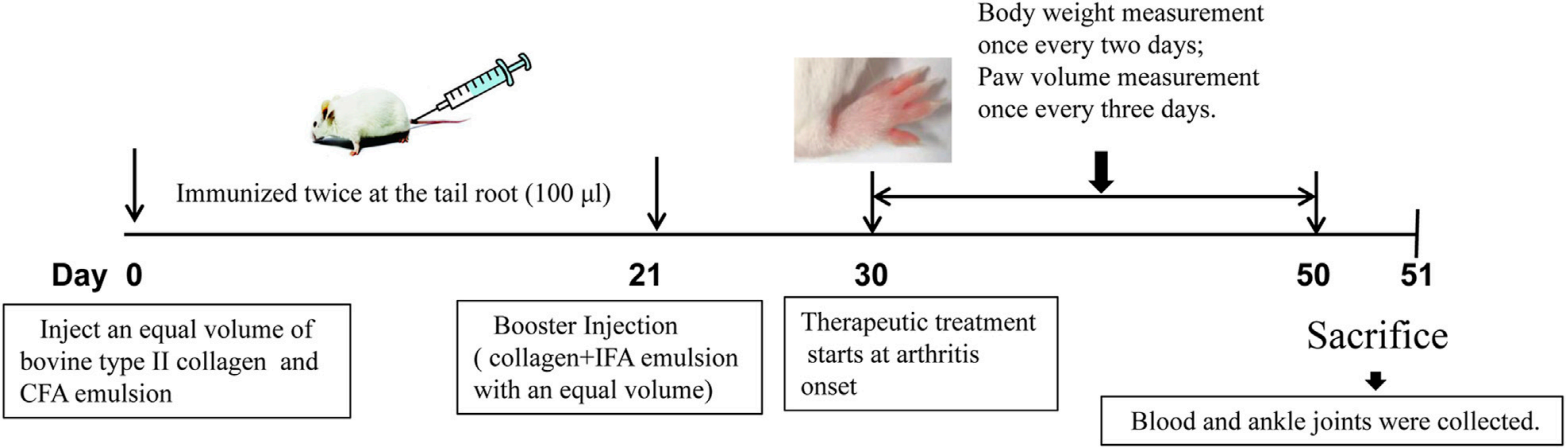
Schematic representation of CIA mouse model generation and treatment with TP or TP + CR. TP: triptolide; CR: crocin; CIA: collagen-induced arthritis.

A stock solution of TP was prepared in DMSO at 5 mg/ml, then diluted in saline to prepare the working solution. Doses and frequency of administration were determined during prior experiments. The animals were administered the indicated experimental treatments once every 2 days by oral gavage for 20 days (0.2 ml/10 g).

### 2.3 Drug Treatment Toxicity and Efficacy

Body weight, paw volume, and arthritis score were recorded during drug administration. Twenty-4 hours after the last drug treatment, the whole blood of each mouse was obtained via orbital collection. Serum was obtained by centrifugation (4°C, 3,000 rpm, 10 min). The serum levels of AST/ALT and BUN/CRE were quantified using specific commercial diagnostic kits. The levels of serum inflammatory cytokines (IL-1β, IL-6, and TNF-α) and mouse anti-type II collagen IgG were detected using ELISA kits according to the manufacturer’s instructions. The mice were sacrificed and the ankle joints were fixed in 10% formalin, decalcified, paraffin-embedded, and stained with hematoxylin and eosin (H&E).

### 2.4 *In Vivo* Drug Toxicity Study

To determine the mechanism by which CR protected against TP-induced toxicity, healthy mice were treated with TP + CR. The mice were randomly placed in the following seven groups (n = 10): A. Control (normal saline, NS); B. Low-dose TP (LTP, 100 μg/kg); C. Moderate-dose TP (MTP, 300 μg/kg); D. High-dose TP (HTP, 500 μg/kg); E. 100 μg/kg TP+100 mg/kg CR (LTP + CR); F. 300 μg/kg TP+100 mg/kg CR (MTP + CR); G. 500 μg/kg TP+100 mg/kg CR (HTP + CR). The mice were administrated the treatments daily via oral gavage for 7 days at a volume of 0.2 ml/10 g per dose. The mice were observed daily for 7 days to monitor body weight and mortality.

The mice were sacrificed and the organs (hearts, livers, spleens, lungs, kidneys, testes, stomach, and intestine) from each group were quickly harvested and washed with pre-cooled 0.9% saline solution to remove the blood. The visceral index was calculated as the ratio of visceral weight to body weight Using the following formula: Visceral index (%) = (viscera weight/body weight) × 100%. Hepatic and renal functional markers (AST/ALT and BUN/CRE) were measured as described in Section 2.3.

A portion of each sample was snap-frozen in liquid nitrogen and stored at −80°C for biochemical analysis. Portions of tissues were fixed in 10% formalin for hematoxylin and eosin (H&E) staining and visualized using a light microscope. Body weight, visceral index, histopathology, hematology, and biochemistry factors were investigated as part of the systemic toxicity evaluation.

### 2.5 Determination of Antioxidant Enzyme Activities

The livers were homogenized in cold saline and centrifuged at 12,000 rpm for 20 min at 4°C. The suspensions were used to assay SOD and CAT activities, and MDA and GSH levels using commercial detection kits according to the manufacturer’s instructions.

### 2.6 Transcriptome Sequencing (mRNA-Seq)

Liver tissues were selected from the Control, MTP, and MTP + CR groups for transcriptome studies. Library construction, mRNA-seq, and bioinformatic analysis were performed by Sinotech Genomics Co., Ltd. (Shanghai, China). The general workflow was as follows: RNA extraction and detection; mRNA enrichment and reverse transcription; cDNA purification, end repair, A-tailing, and sequencing adapters; and PCR enrichment and library construction. An Illumina NovaSeq 6000 (Illumina, United States) was used for RNA sequencing according to a previous study (Fu, Y. et al., 2020). The original data (raw reads) was trimmed to filter out unqualified sequences, then clean reads were mapped to the reference genome using Hisat2 (Hierarchical Indexing for Spliced Alignment of Transcripts, version 2.0.5). Gene abundance was expressed as fragments per kilobase of exon per million reads mapped (FPKM). Stringtie software was used to count the fragments within each gene, and the TMM algorithm was used for normalization. Differential expression analysis for mRNA was performed using R package edgeR. Differentially expressed RNAs with fold change values >1.5 and q values <0.05 were retained for further analysis, as these were considered as significantly modulated. The raw data are available under GEO: GSE202175.

### 2.7 Identification of Hepatotoxicity Targets

DisGeNet (http://www.disgenet.org/) and GeneCards (https://www.genecards.org/) were used to combine the relevant literature to generate a pool of hepatotoxicity targets with the keywords “hepatotoxicity or liver injury.” In the DisGeNet database, genes with EI ≥ 1 were selected. In the GeneCards database, genes with relevance scores ≥10 were selected. Finally, the combined targets were transferred from “*Homo sapiens*” to “*Mus musculus*” (https://string-db.org/).

### 2.8 Gene Ontology and Pathway Enrichment Analysis

Hepatotoxicity targets, differentially expressed mRNAs between the MTP group and the Control group, and differentially expressed mRNAs between the MTP + CR group and the MTP group were analyzed using a Venn diagram (http://bioinformatics.psb.ugent.be/webtools/Venn/). The intersecting genes in the Venn diagram were further investigated at the functional level. Gene Ontology (GO) analysis for biological processes, cellular components, and molecular function and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis were performed using STRING database. The background species was defined as “*Mus musculus*."

### 2.9 Quantitative Real-Time PCR Analysis (qRT-PCR)

The relative levels of important differentially expressed genes (DEGs) identified in mRNA seq and KEGG analyses were selected for validation using qRT-PCR. Total RNA extracted from liver tissue using Trizol reagent (Invitrogen) for mRNA-seq was used for qRT-PCR. Total RNA was converted to cDNA according to the reverse transcription kit protocol. Then, PCR amplification was performed using SYBR green PCR master mix on an ABI 7500 FAST instrument. The primers for qRT-PCR are listed in Table 1. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as the internal reference gene. The 2^-△△CT^ method was used to calculate the relative expression levels of the verified genes.

**TABLE 1:** Primer sequences for qRT-PCR.

Gene Name	Sequence (5'→3′)	Size (Bp)	NCBI GeneID
GSTP1	Forward ATG​CCA​CCA​TAC​ACC​ATT​GTC	161	14870
	Reverse GGG​AGC​TGC​CCA​TAC​AGA​C		
GSTA4	Forward TGA​TTG​CCG​TGG​CTC​CAT​TTA	135	14860
	Reverse CAA​CGA​GAA​AAG​CCT​CTC​CGT		
CYP1A2	Forward AGT​ACA​TCT​CCT​TAG​CCC​CAG	118	13077
	Reverse GGT​CCG​GGT​GGA​TTC​TTC​AG		
GAPDH	Forward AGG​TCG​GTG​TGA​ACG​GAT​TTG	123	14433
	Reverse TGT​AGA​CCA​TGT​AGT​TGA​GGT​CA		

### 2.10 Statistical Analysis

All data were processed using GraphPad Prism7 software and presented as the mean ± standard deviation ( $\bar{x}$ ±S). Statistical significance (*p* < 0.05, *p* < 0.01, or *p* < 0.001) was using Student’s *t*-test or one way ANOVA.

## 3 Results

### 3.1 Assessment of Drug Side Effects in Mice With Collagen-Induced Arthritis

The side effects of the administered drugs on CIA mice were evaluated for 20 days after drug administrations. The parameters measured were changes in body weight, and hepatic and renal functions. The TP group showed obvious weight reduction compared to the other groups (*p* < 0.001), while other groups did not significantly differ from the control group (Figure 2). TP induced weight loss was significantly reversed by CR or GA combined treatment with TP. Compared with the control group, blood serum analysis demonstrated that the levels of AST, ALT, and BUN were significantly elevated in the TP group (*p* < 0.01). In contrast, co-administration of TP with CR or GA mitigated the changes observed in the TP group (Figure 3).

**FIGURE 2:**
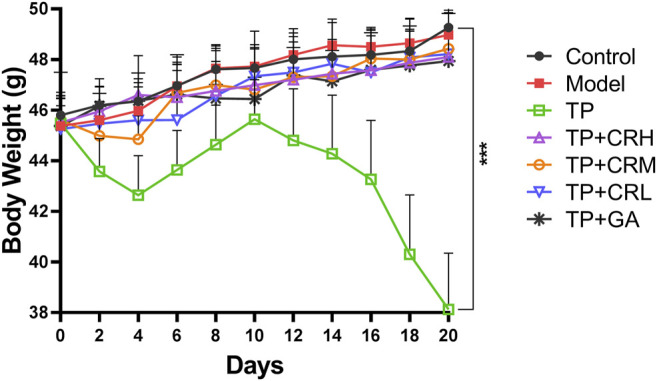
Body weight changes during 20 days of treatment. (n = 8) ***p < 0.001 vs Control.

**FIGURE 3:**
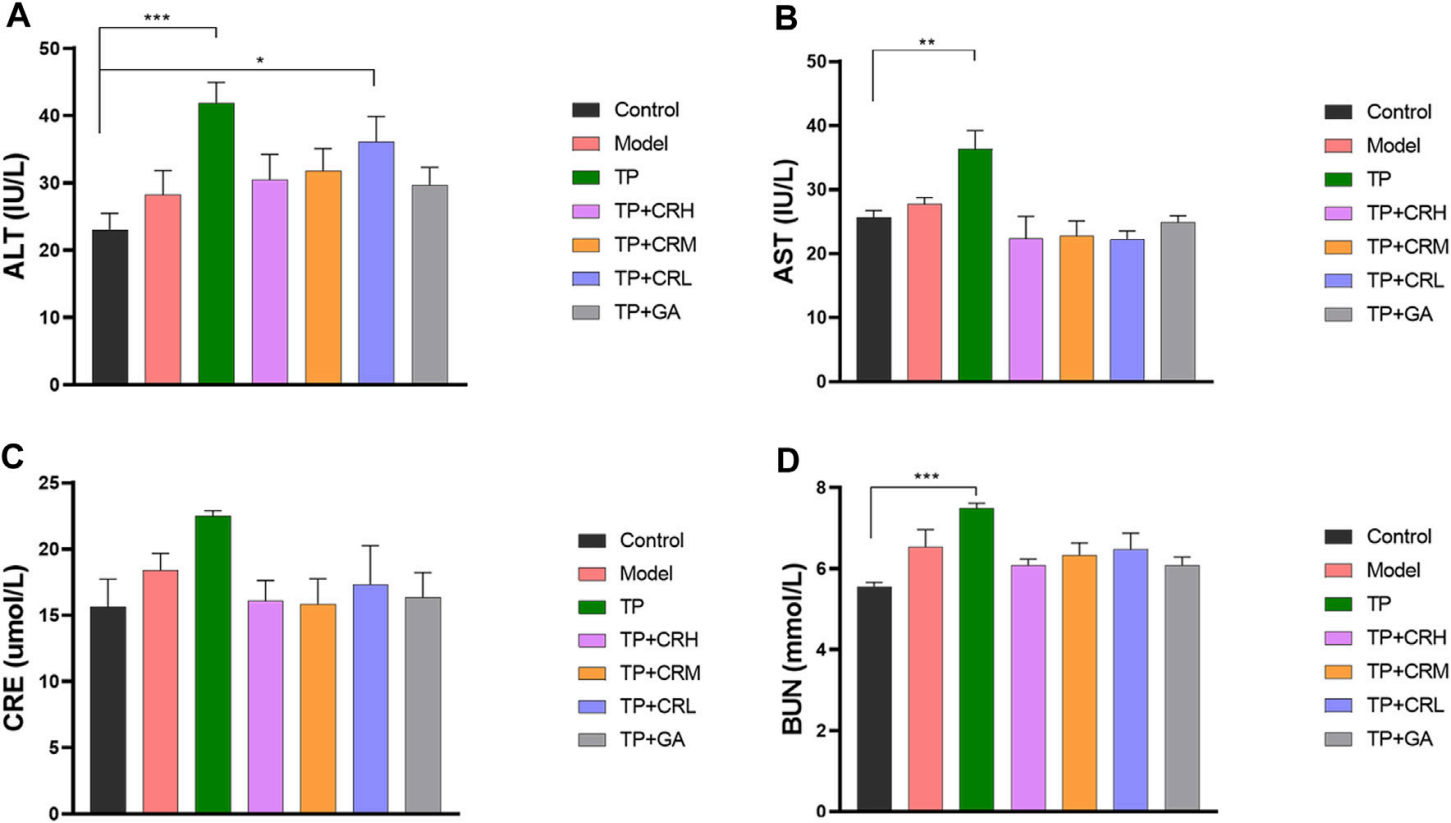
The levels of ALT **(A)**, AST **(B)**, CRE **(C)**, BUN **(D)** in the CIA mice liver were determined using respective kits, after 20 days of different treatment. (n = 8) **p < 0.01,***p < 0.001 vs. Control. ALT, alanine transaminase; AST, aspartate transaminase; CRE, creatinine; BUN, blood urea nitrogen; CIA, collagen-induced arthritis.

### 3.2 Evaluation of Therapeutic Effects in the CIA Model

Collagen-induced arthritis model mice were used to evaluate the therapeutic efficacy of TP + CR. Changes in foot volume and arthritis scores were evaluated every 3 days during drug treatment (Figure 4A,B). The foot volume and arthritis scores in the treatment groups were significantly lower than those in the model group at day 18 post-treatment (Figure 4 a,b).

**FIGURE 4:**
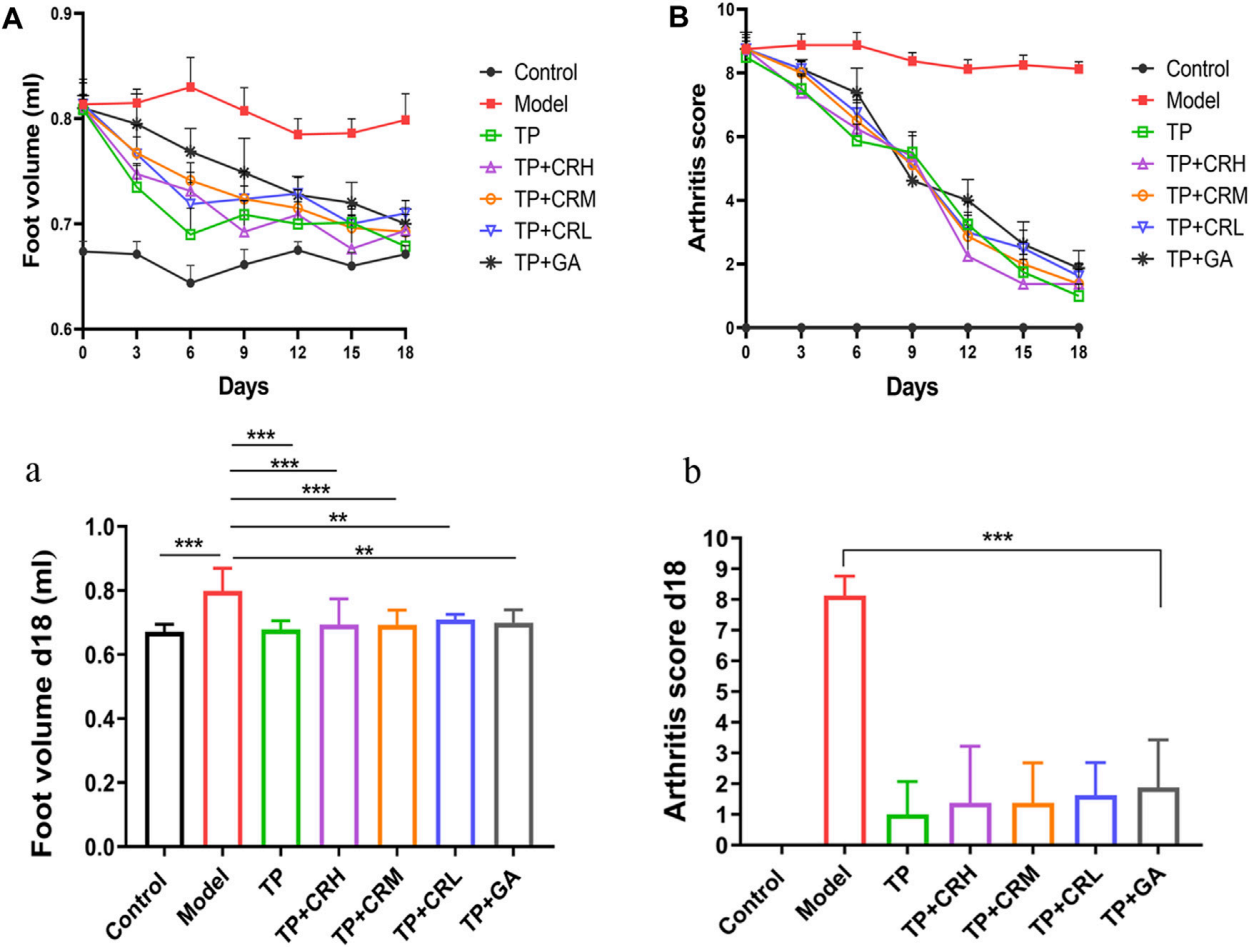
Changes in arthritic foot volume (**(A)**/a) and arthritis scores (**(B)**/b) in the CIA mice through the administration course (n = 8). **p < 0.01, ***p < 0.001 vs Control. CIA: collagen-induced arthritis.

Levels of TNF-α, IL-1β, IL-6, and anti-type II collagen antibody in serum were quantitated using ELISA (Figure 5). The level of TNF-α in the serum of the model group was significantly higher than that in the control group (*p* < 0.05), and levels of IL-1β and IL-6 were increased, but the increases were not statistically significant. The three proinflammatory cytokines measured were reduced to different degrees in each treatment group compared with those in the model group. Anti-type II bovine collagen antibody was not detected in the control group, and was significantly increased in the model group (*p* < 0.001). The levels of collagen antibody were lower in each administration group compared with those in the model group (*p* < 0.001).

**FIGURE 5:**
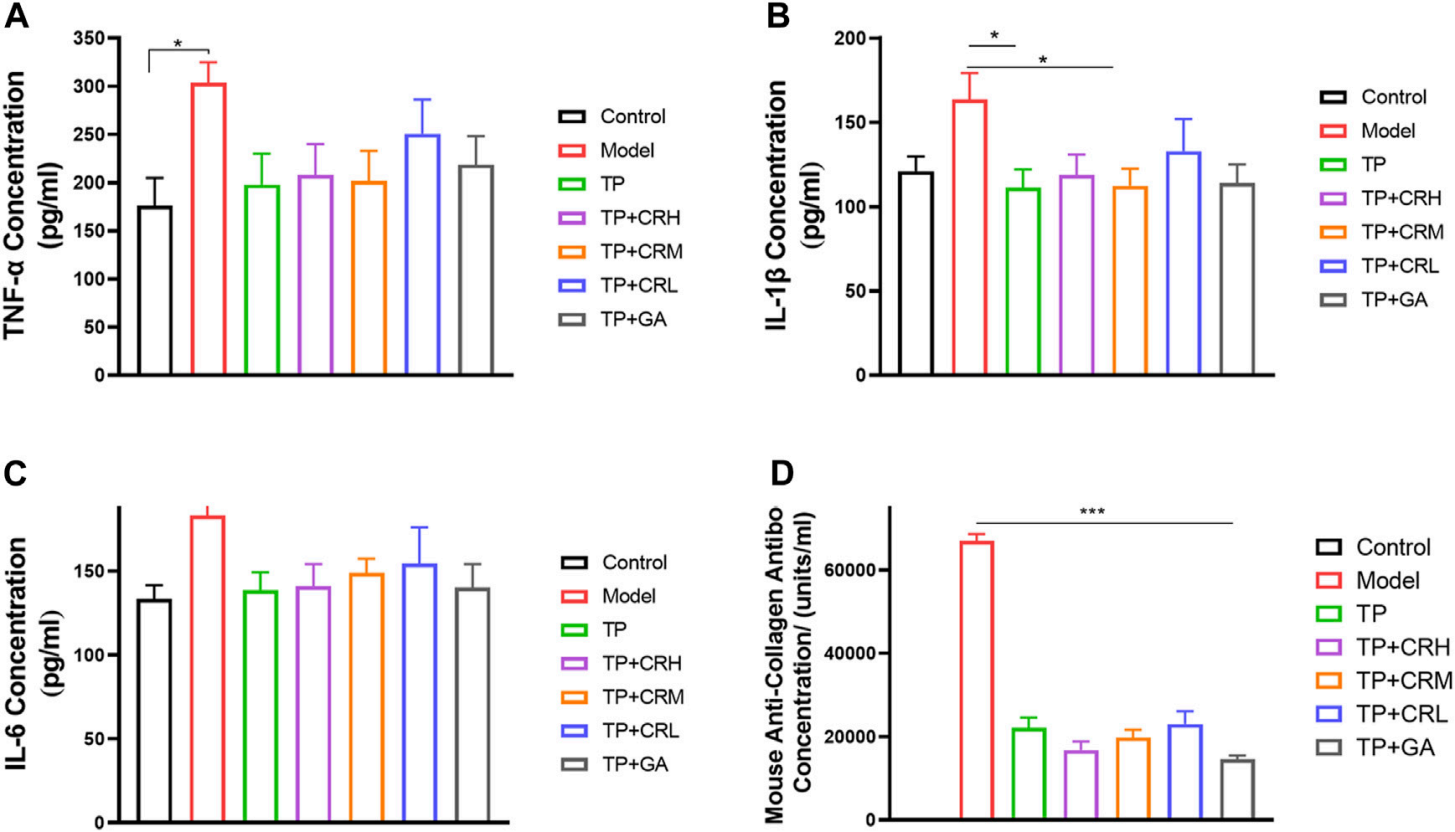
Quantitation of proinflammatory cytokines **(A)** TNF-α; **(B)** IL-1β; **(C)** IL-6 and anti-type II collagen antibody **(D)** in serum of each group using ELISA. (n = 6).

Mice in the CIA group showed macroscopic signs of severe arthritis such as deformity, swelling, and redness in the hind paw and ankle joints (Figure 6B). Foot swelling was significantly reduced in each treatment group compared with that in the Model group (Figure 6C–G). As shown in Figures 6a,b, the histological tissue sections showed that the surfaces of the ankle joints in the control group had normal morphology and smooth articular cartilage. In contrast, structural damage and edema of the ankle joint, synovial hyperplasia, and joint cavitation were observed in the CIA model group. The treatment groups showed differing degrees of improvement compared with the Model group (Figure 6C–G). In particular, the TP + CRH and TP + GA groups showed normal morphology similar to that in the Control group.

**FIGURE 6:**
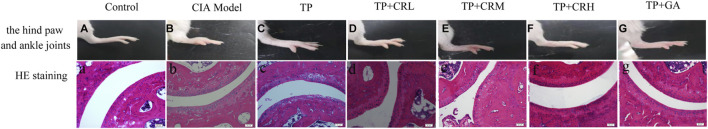
Photos of right hind paws **(A–G)** and histopathological analysis of ankle joints stained with H&E **(a–g)**.

### 3.3 Evaluation of Toxicity of TP + CR in Normal Kunming Mice

Survival rates and body weights were evaluated 7 days after treatment administration (Figure 7). The HTP and HTP + CR groups were the only groups in which mice died. The survival rate in the HTP + CR group was significantly higher than that in the HTP group. Body weight was lower on the seventh day in all but the LTP + CR and MTP + CR groups compared with that in the control group. Treatment with MTP or HTP induced significant weight loss. Furthermore, the MTP and HTP groups showed significantly lower organ coefficients (*p* < 0.05), while the other groups did not significantly differ from the control group (Table 2). The weight indices of multiple organs appeared normal following co-administration of TP and CR. In addition, biochemical analysis was performed to evaluate drug-induced hepatic and renal damage. As shown in Table 3, the serum ALT/AST and BUN/CRE levels were significantly elevated following TP administration compared with those in the control and the co-administration groups. Co-administration of TP and CR group did not induce changes in serum ALT/AST or BUN/CRE compared to the control group. These results showed that administration of CR significantly mitigated TP-induced changes in hepatic and renal functions.

**FIGURE 7:**
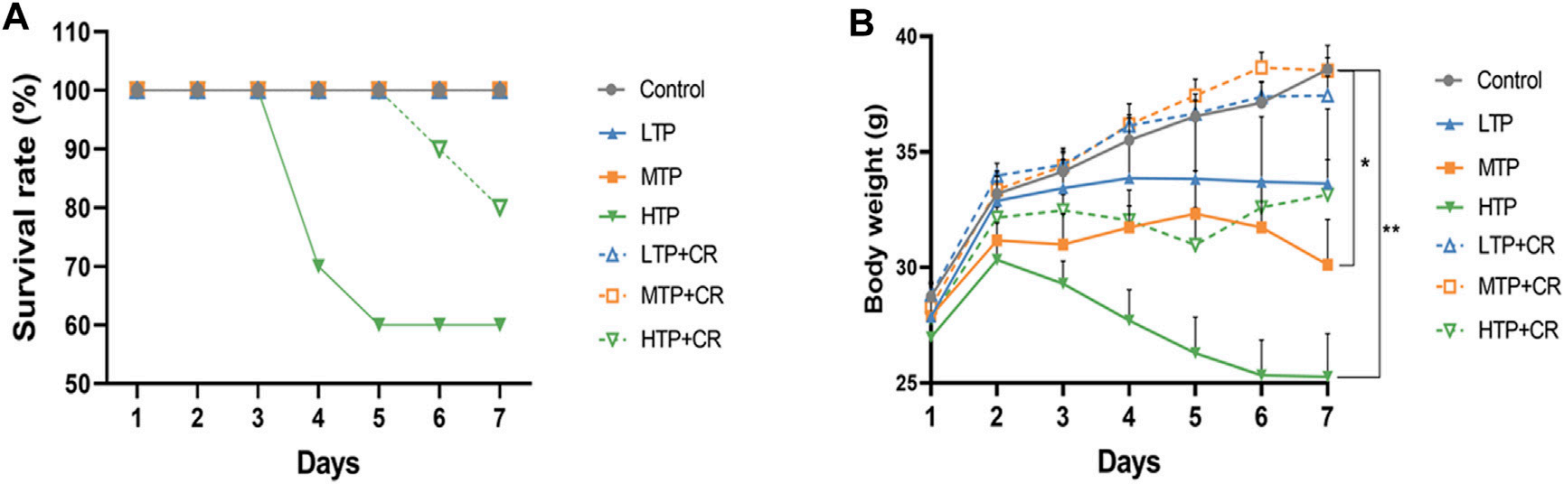
The survival rates **(A)** (n = 10) and body weight changes **(B)** (n = 6) of different groups over 7 days *p < 0.05, **p < 0.01 vs Control.

**TABLE 2:** Comparison of organ coefficients in each group ( $\bar{x}$ ± S, n = 6).

Groups	Heart	Liver	Spleen	Lung	Kidney	Testis
Control	0.569 ± 0.019	5.665 ± 0.410	0.514 ± 0.090	0.729 ± 0.074	1.437 ± 0.117	0.635 ± 0.049
LTP	0.544 ± 0.022	5.301 ± 0.342	0.507 ± 0.041	0.682 ± 0.052	1.405 ± 0.087	0.604 ± 0.123
MTP	0.530 ± 0.023**	5.086 ± 0.345*	0.405 ± 0.064*	0.641 ± 0.055*	1.239 ± 0.158*	0.561 ± 0.038*
HTP	0.476 ± 0.036**	4.936 ± 0.413*	0.388 ± 0.092*	0.591 ± 0.052**	1.165 ± 0.202*	0.482 ± 0.112*
LTP + CR	0.564 ± 0.030	5.530 ± 0.455	0.509 ± 0.114	0.714 ± 0.063	1.424 ± 0.075	0.629 ± 0.037
MTP + CR	0.563 ± 0.029^#^	5.527 ± 0.233^#^	0.491 ± 0.026^#^	0.725 ± 0.066^#^	1.428 ± 0.093^#^	0.624 ± 0.050^#^
HTP + CR	0.548 ± 0.051^#^	5.499 ± 0.306^#^	0.499 ± 0.024^#^	0.704 ± 0.092^#^	1.400 ± 0.048^#^	0.621 ± 0.101^#^

Notes: *p < 0.05, **p < 0.01 any group vs Control; ^#^ *p* < 0.05, XTP + CR, vs XTP (X represent L, M, or H).

**TABLE 3:** Comparison of hepatic and renal functions among the groups of mice ( $\bar{x}$ ± S, n = 6).

Groups	AST (IU/L)	ALT (IU/L)	BUN(mmol/L)	CRE(μmol/L)
Control	23.373 ± 2.829	30.512 ± 9.592	4.634 ± 0.291	14.037 ± 1.952
LTP	34.526 ± 6.497**	43.86 ± 7.142*	4.953 ± 0.221	16.931 ± 2.284
MTP	41.998 ± 4.595**	45.382 ± 10.674*	5.609 ± 0.188**	21.782 ± 1.902*
HTP	50.125 ± 7.816**	49.224 ± 15.304*	7.948 ± 1.171**	22.802 ± 2.866*
LTP + CR	24.32 ± 8.476^#^	26.774 ± 12.049^#^	4.781 ± 0.195	15.259 ± 1.229
MTP + CR	25.064 ± 6.311^##^	30.371 ± 4.409^#^	4.916 ± 0.480^##^	15.625 ± 0.914^##^
HTP + CR	25.428 ± 5.766^##^	34.528 ± 3.703^#^	5.017 ± 0.485^##^	17.533 ± 3.445^#^

Notes: *p < 0.05, **p < 0.01 any group vs Control; ^#^ *p* < 0.05, ^##^ *p* < 0.01, XTP + CR, vs XTP (X represent L, M, or H).

### 3.4 Crocin Alleviates Damage of Histological Structure Induced by TP Toxicity

We performed histopathological analyses of H&E-stained tissue sections from hearts, livers, spleens, lungs, kidneys, testes, stomach, and intestines. As shown in Figure 8 and Table 4, tissue injury was significantly reduced in the TP + CR group.

**FIGURE 8:**
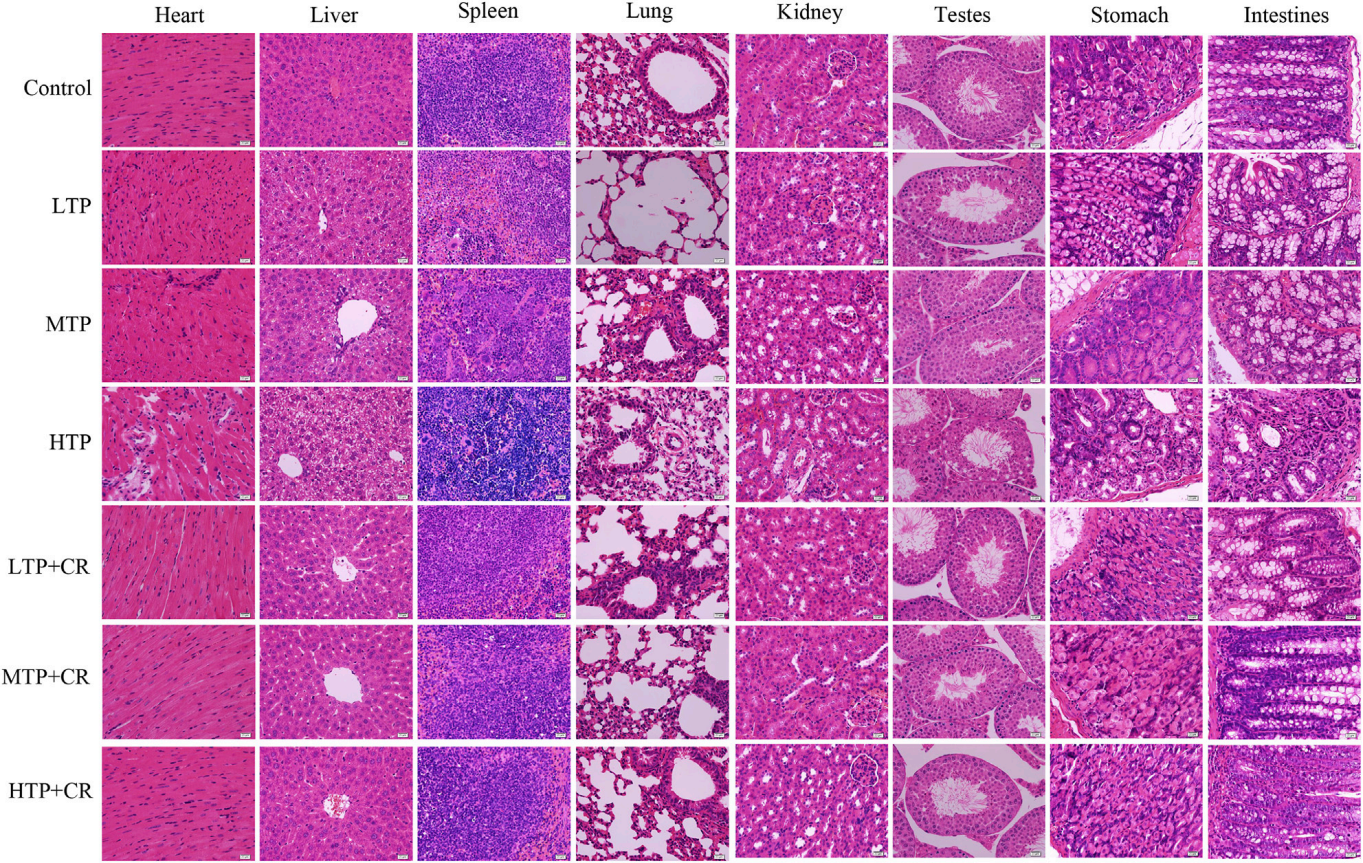
Histopathological observations of H&E staining on the main visceral organs of the mice. Images were obtained at 400X magnification (scale bar = 20 μm).

**TABLE 4:** Morphological and pathological manifestations of mice in each group.

	Control	TP Groups	TP + CR Groups
Heart	The myocardial fibers were orderly and tightly arranged	LTP and MTP groups: the transverse striations were ambiguous and there was interstitial congestion	Myocardial damage was significantly ameliorated and histological morphology tended to be normal
		HTP group: cardiomyocytes had been dissolved, interstitial fibers showed hyperplasia, and inflammatory cell infiltration occurred	
Liver	Normal cell morphology, clear hepatic lobule structure, and neatly arranged hepatocytes with no inflammatory	LTP group: few inflammatory cells were observed	Clear structure with no edema, and small fat vacuoles were observed in part of the hepatocyte cytoplasm. Hepatocellular injury was significantly improved
	cell infiltration	MTP group: hepatocyte edema and punctate necrosis	
		Disordered hepatic cell cord arrangement, and compressed sinusoids	
		HTP group: hepatocytes exhibited diffuse hydropic or fatty degeneration	
Spleen	Splenic corpuscle was circular and the structure was clear	LTP group: Decreased lymphocyte density, increased red pulp macrophages	White pulp injury was significantly reduced and no abnormal changes were observed
	MTP group: Significant increase in the number of multinucleated macrophages and erythrocytes		
	HTP group: white pulp structures were disordered and numerous apoptotic bodies were present		
Lung	The alveolar structure in H&E staining was normal, the lung tissue was well structured, and there was no inflammatory cell infiltration	MTP and HTP group: alveolar and alveolar interstitial inflammatory cell infiltration and edema	Normal alveoli and few inflammatory cells
Kidney	Tubular epithelial cells and glomerular structures were clear and intact	With increased TP drug dosage, the proximal convoluted tubules were edematous and glomerular capillaries were markedly dilated. Infiltration of inflammatory cells was observed	Normal histological morphology. Slight hyperplasia of fibrous tissue was observed in the interstitium
Testes	Clear structure of seminiferous tubules and orderly arrangement of spermatogenic cells. Mature sperm were observed	Compared to that in the healthy testes, the number of spermatogenic cells in the seminiferous tubules was reduced, and they were disorganized	Compared with the model group, the number of spermatogenic cells was increased and the cells were arranged in an orderly fashion
Stomach	The control group showed a normal structure and no histopathological changes	HTP group: tissue structure was disordered, mucosal epithelial cells had shed, and inflammatory cell infiltration was observed	CR treatment significantly ameliorated gastric mucosa damage; regular glandular structure was observed, and reduced inflammatory cell infiltration
Intestine	The mucosal epithelial cells were arranged neatly	HTP group: The epithelial cells had shed and inflammatory cells had infiltrated the lamina propria	The tissues were clear and intact

### 3.5 Determination of Antioxidant Enzyme Activities

As shown in Figure 9, the activities of hepatic CAT and SOD, and the levels of GSH and MDA, were measured in each group. Hepatic SOD and CAT activities, and GSH content, decreased in a TP dose-dependent manner (*p* < 0.01). There were no significant differences between the TP + CR group and the control groups. Moreover, MDA content was higher in the MTP and HTP groups than in the control group (*p <* 0.05). However, there was no significant difference in MDA content in the liver between the TP + CR group and the control group.

**FIGURE 9:**
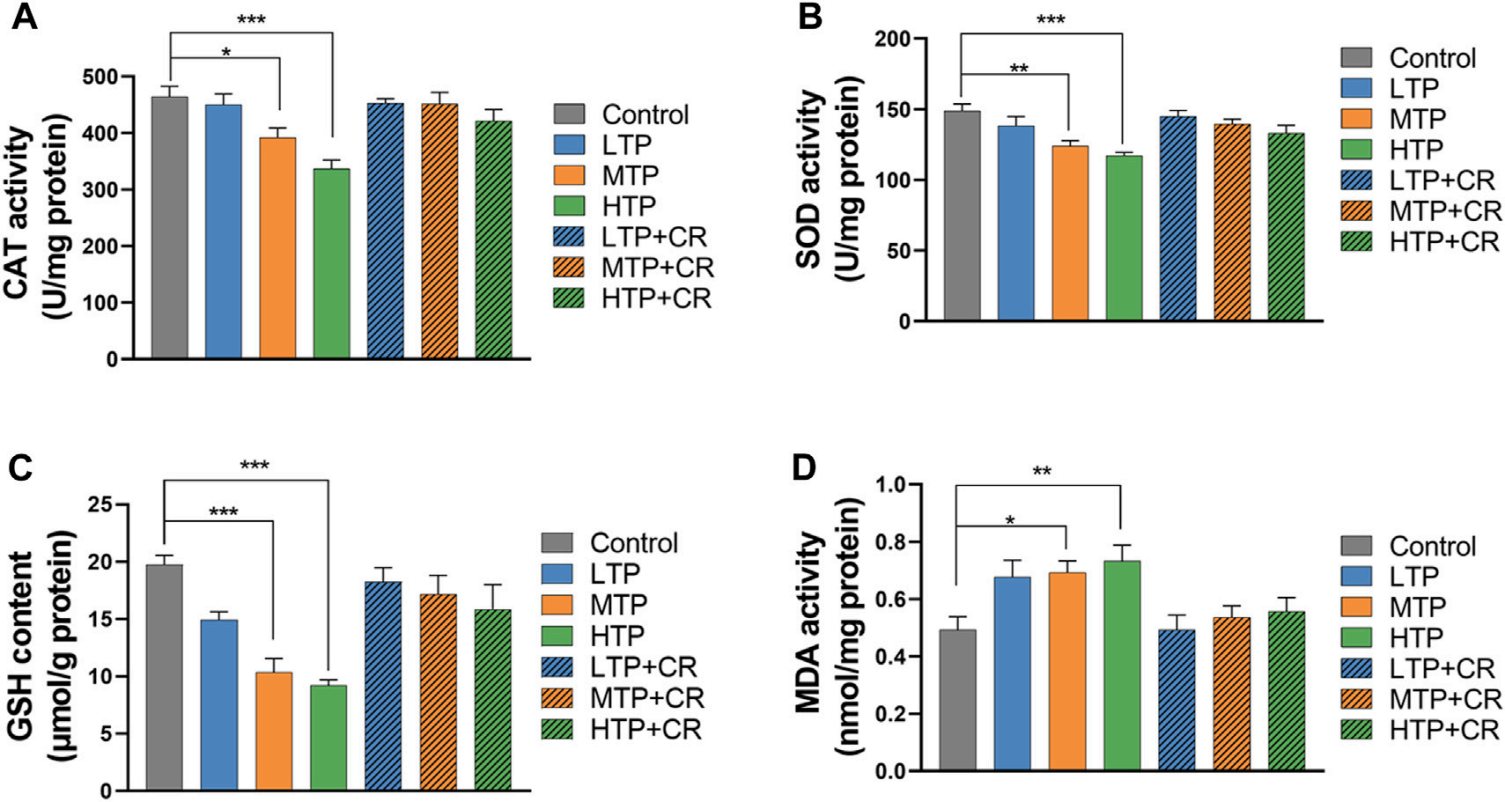
Levels of CAT **(A)**, SOD **(B)**, GSH **(C)**, and MDA **(D)** in liver homogenates of mice (n = 6). *p < 0.05, **p < 0.01, ***p < 0.001 vs Control.

### 3.6 Differentially Expressed mRNAs and KEGG Analysis

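Liver mRNA was measured in mice given saline (Control), triptolide at 300 μg/kg (MTP) or triptolide at 300 μg/kg with crocin at 100 mg/kg (MTP + CR) by gavage for 7 days, with 4 livers and 4 libraries per group. Triptolide is a diterpenoid that blocks transcription, and crocin is a carotenoid of saffron. The authors trimmed the reads, mapped them with Hisat2, counted fragments per gene with Stringtie and deposited whole-number counts and FPKM for 55487 genes, of which 25452 had no count in any library. The summed counts per library ran from 15623775 to 18430566 in the Control group (median 16662527), from 15655910 to 17861445 in the MTP group (median 16720231) and from 15509226 to 17915632 in the MTP + CR group (median 16577911). A count was present for 20346 ± 375 genes in Control livers (mean ± SD, n = 4), 22499 ± 1410.1 in MTP livers and 20289.8 ± 918 in MTP + CR livers. Alb, the gene of serum albumin, took 8.24 ± 2.68% of the counts in the Control group, 3.80 ± 0.606% in the MTP group and 4.66 ± 0.758% in the MTP + CR group. Counts were scaled with TMM, and the 15197 genes kept by edgeR's filterByExpr were tested in a single fit over the 12 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper. TMM factors were 0.836 to 0.952 in the Control group, 1.07 to 1.52 in the MTP group and 0.823 to 0.989 in the MTP + CR group. With these factors the median log2 fold change of all genes was 0.02 for MTP against Control and −0.03 for MTP + CR against MTP. Scaling by total counts alone, tried after the values were seen, shifted these medians to 0.50 and −0.54. On simulated data with 14850 genes, the test called 77.1% of genes set to a log2 fold change of 2 between MTP and Control and 66.0% between MTP + CR and MTP. At a simulated log2 fold change of 1 it called 8.16% and 10.4%. The simulation changed 200 genes, and the adjustment is less strict where more genes change, so the shares in the real data may be higher.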

Expression profiling studies were performed on the RNAs from four independent liver tissue samples in each group. The volcano plot of differentially expressed mRNAs among three groups is shown in Figure 10.

**FIGURE 10:**
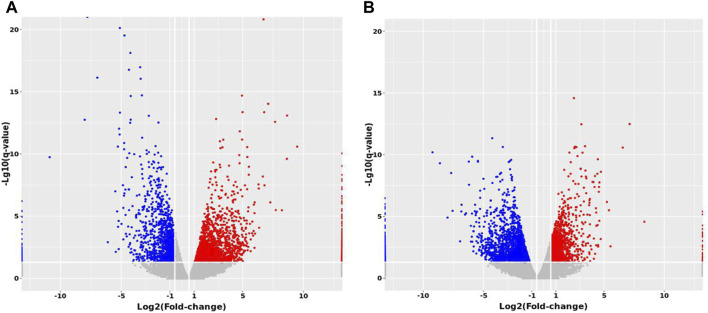
Volcano maps of differentially expressed mRNAs between groups. **(A)** MTP vs. Control **(B)** MTP + CR vs. MTP.

Compared with the Control group, 1,148 mRNAs were identified to be differently expressed in the MTP groups. Furthermore, 1,526 mRNAs were differentially expressed in the MTP + CR group compared with the MTP group (Figure 11A). 

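Several genes of fatty acid oxidation rose in the MTP group, and several genes of lipid and cholesterol synthesis and of male-biased expression fell. Cidec, which encodes a lipid droplet protein (chromosome 6, 113424634 to 113435760 of mm10), rose from 0.632 ± 0.254 CPM (TMM-scaled, mean ± SD, n = 4) to 145 ± 123 CPM, a log2 fold change of 7.83 (standard error 0.93, adjusted p = 0.00214 from edgeR's quasi-likelihood test). Hsd3b5, a steroid dehydrogenase of male mouse liver (chromosome 3, 98618634 to 98630252 of mm10), fell from 117 ± 105 to 0.390 ± 0.415 CPM, a log2 fold change of −8.24 (standard error 1.23, adjusted p = 0.00552 from edgeR's quasi-likelihood test). Every MTP liver lay above every Control liver for Cidec and below it for Hsd3b5 (exact permutation test, p = 0.0286, the smallest that 4 against 4 can give). Both genes were named under a rule that required groups without overlap, so this p is no added support. Acot2, a mitochondrial acyl-CoA thioesterase, rose from 3.92 ± 1.33 to 79.4 ± 65.4 CPM, a log2 fold change of 4.34 (standard error 0.55, adjusted p = 0.00282 from edgeR's quasi-likelihood test). In all, 397 genes were higher and 423 lower in the MTP group, and 3462 genes had an unadjusted p under 0.05. Under total-count scaling, chosen after the values were seen, 2610 were higher and 321 lower, and on log2(FPKM + 1) 1828 and 295.
Of 47 genes of PPARα targets and fatty acid oxidation tested, 18 were higher and 29 did not pass the test (27 higher when adjusted over the list alone). They had a median log2 fold change of 1.00 (adjusted p = 1.75e-13 from limma's camera, 0.349 with an estimated correlation). Of 26 genes of cholesterol synthesis tested, 9 were lower and 17 did not pass the test (19 lower when adjusted over the list alone). Their median log2 fold change of −1.74 (adjusted p = 2.41e-10 from limma's camera, 0.349 with an estimated correlation) was −1.25 under total-count scaling. Of 28 genes with male-biased expression in mouse liver tested, 8 were lower and 20 did not pass the test (19 lower when adjusted over the list alone). This list had a median log2 fold change of −2.09 (adjusted p = 2.06e-10 from limma's camera, 0.349 with an estimated correlation), which was −1.30 without Control 3. Of 26 genes of fatty acid and triglyceride synthesis tested, 6 were lower and 20 did not pass the test (1 higher and 9 lower when adjusted over the list alone). Scd1, a fatty acid desaturase, fell by 2.52 on the log2 scale. The synthesis list had a median log2 fold change of −0.77 (adjusted p = 2.68e-04 from limma's camera, 0.349 with an estimated correlation), which was −0.31 under total-count scaling. Of 33 genes of the basal transcription machinery tested, 4 were higher and 29 did not pass the test (5 higher when adjusted over the list alone). They had a median log2 fold change of 0.40 (adjusted p = 1.33e-04 from limma's camera, 0.349 with an estimated correlation), which was 0.88 under total-count scaling. Polr2a, the largest subunit of RNA polymerase II, was among those higher, with a log2 fold change of 1.99.
Other large rises were those of H2ac6, a histone gene (log2 fold change 6.20), Cpt1b, a carnitine palmitoyltransferase (6.05), Cntnap1, a membrane protein of neurons (5.81), and Ms4a3, a marker of granulocyte precursors (5.69). Large falls were those of Rps2, a ribosomal protein gene with pseudogenes that can share its reads (log2 fold change −5.61, and −4.50 without a call in limma-voom with quality weights), Tcf24, a transcription factor (−5.57), and Sult5a1, a sulfotransferase (−5.55). Hba-a2, an α-globin gene, fell by 5.47 on the log2 scale, but its near-identical copy Hba-a1 did not pass the test (−1.66, adjusted p = 0.121 from edgeR's quasi-likelihood test), so how reads divide between the copies is uncertain. Among abundant genes, Lcat, which encodes a cholesterol acyltransferase of plasma, rose from 514 ± 73.9 to 1934 ± 368 CPM (log2 fold change 1.91). Alb fell from 91798 ± 32352 to 30345 ± 4060.4 CPM (log2 fold change −1.60), a call that was lost without Control 1, 3 or 4 or MTP 1, 2 or 3 (−1.66 to −1.42), with no filter (−1.62), with only these 2 groups in the fit (−1.60) and with the replicate number as a block (−1.52).
The count of differentially expressed genes moved to 292 without Control 1, 277 without Control 3, 497 without Control 4, 333 without MTP 1, 244 without MTP 3 and 2009 without MTP 4. The calls of Cpt1b and Ms4a3 were lost without Control 3 (log2 fold change 6.00 for Cpt1b and 5.31 for Ms4a3), and that of Ms4a3 also without Control 1 (5.24). On log2(FPKM + 1), which compresses changes of weakly expressed genes, the calls held with fold changes of 5.06 for Cidec, −5.34 for Hsd3b5, 3.71 for Cntnap1, 1.47 for Cpt1b (3.99 on log2(FPKM + 0.1)) and −2.73 for Hba-a2.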

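Several hepatocyte genes rose in the MTP + CR group against the MTP group, and several endothelial markers and some genes of myeloid cells fell. Hsd3b5 rose to 73.3 ± 63.0 CPM, a log2 fold change of 7.57 (standard error 1.20, adjusted p = 0.00714 from edgeR's quasi-likelihood test). Kdr, which encodes the VEGF receptor of endothelial cells (chromosome 5, 75932827 to 75978458 of mm10), fell from 88.0 ± 18.9 to 22.8 ± 3.36 CPM (n = 4 livers per group), a log2 fold change of −1.95 (standard error 0.21, adjusted p = 0.00120 from edgeR's quasi-likelihood test). Ptprb, a phosphatase of endothelial cells, fell from 132 ± 32.2 to 16.5 ± 12.3 CPM (adjusted p = 0.00711 from edgeR's quasi-likelihood test). Slco1a1, a bile acid and drug transporter of male liver, rose from 30.2 ± 28.3 to 462 ± 242 CPM, a log2 fold change of 3.94 (standard error 0.74, adjusted p = 0.0124 from edgeR's quasi-likelihood test). In all, 903 genes were higher and 989 lower in the MTP + CR group, against 413 higher and 4133 lower under total-count scaling and 444 and 2744 on log2(FPKM + 1). The fold changes had a rank correlation of −0.282 with gene length. With the length and GC trend removed, a setting chosen after the values were seen, 1656 genes were called, 1288 of them among the 1892 reported.
Of 24 hepatocyte marker genes tested, 11 were higher and 13 did not pass the test (15 higher when adjusted over the list alone). They had a median log2 fold change of 1.31 (adjusted p = 9.60e-10 from limma's camera, 0.445 with an estimated correlation). Of 42 genes of the urea cycle and amino acid breakdown tested, 10 were higher and 32 did not pass the test (23 higher when adjusted over the list alone). This list had a median log2 fold change of 1.29 (adjusted p = 6.69e-12 from limma's camera, 0.445 with an estimated correlation). Of 20 endothelial marker genes tested, 15 were lower and 5 did not pass the test (17 lower when adjusted over the list alone). Their median log2 fold change of −0.98 (adjusted p = 3.81e-10 from limma's camera, 0.445 with an estimated correlation) ran from −1.17 to −0.88 when each library was left out in turn and was −1.52 under total-count scaling, while the number lower fell to 7 without MTP 3. Fcgr2b, an Fc receptor of sinusoidal endothelium, and Pecam1, an adhesion molecule, had log2 fold changes of −1.60 and −1.37. Of 20 genes of neutrophils and granulocyte precursors tested, 6 were lower and 14 did not pass the test (16 lower when adjusted over the list alone). This list had a median log2 fold change of −2.74 (adjusted p = 5.83e-05 from limma's camera, 0.451 with an estimated correlation), which was −1.80 without MTP 4.
Ms4a3 (log2 fold change −6.78), Vcan, a matrix proteoglycan made by monocytes (−5.47), Chil3, a chitinase-like protein of myeloid cells (−5.24), and F13a1, the A chain of coagulation factor XIII (−4.80), had the largest falls together with Ctsg, a granule protease (−5.53). The call of Ctsg was lost without MTP 1 or MTP + CR 1 (−5.79 to −4.43) and in limma-voom with quality weights (−3.85), and on log2(FPKM + 1) it held at −2.82. Elovl3, a fatty acid elongase, rose by 4.96 on the log2 scale, lost without MTP 1, 2 or 3 or MTP + CR 1 or 3 (3.96 to 5.11), with the replicate number as a block (3.23), in limma-voom with quality weights (4.59), on log2(FPKM + 1) (2.87) and on log2(FPKM + 0.1) (3.26). Mup21, a major urinary protein whose relatives can share its reads, rose by 4.55, lost without MTP 1, 2 or 3 or MTP + CR 1, 3 or 4 (4.02 to 5.08) and with the replicate number as a block (3.28). Slc22a28, a transporter, rose by 4.25, lost without MTP 1 or 3 or MTP + CR 1 (3.88 to 3.96) and in limma-voom with quality weights (5.08). Dbp, a transcription factor of the circadian clock, rose by 4.03, and by 2.55 without MTP + CR 3. On log2(FPKM + 1) the fold change was 4.31 for Hsd3b5 and 1.58 for Slc22a28, both called. Of the abundant genes, Serinc3, a membrane protein, fell from 1113 ± 397 to 360.2 ± 58.8 CPM (log2 fold change −1.63). Apoa1, the main protein of HDL, rose from 3738 ± 2859.8 to 13913 ± 6559.7 CPM (log2 fold change 1.90), a call lost without MTP 1, 2 or 3 or MTP + CR 1, 3 or 4 (1.61 to 2.02) and with only these 2 groups in the fit (1.90).
The count of differentially expressed genes moved to 304 without MTP 1, 803 without MTP 2, 261 without MTP 3, 4009 without MTP 4 and 1249 without Control 3. It was 405 without MTP + CR 1, 850 without MTP + CR 3 and 586 without MTP + CR 4.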

There were 76 differentially expressed mRNAs identified in the MTP group compared with Control group as well as in the MTP + CR group compared with MTP group, which were also associated with hepatotoxicity. 

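Akr1c6, Slco1a1 and Cyp2c67 fell with triptolide and rose again with crocin, and Acot2 and Cidec rose and fell again. Akr1c6, a hydroxysteroid dehydrogenase (chromosome 13, 4434306 to 4457877 of mm10), was at 1239 ± 160.3 CPM in the Control group (n = 4), 230.2 ± 148 CPM in the MTP group (log2 fold change −2.43, adjusted p = 0.00705 from edgeR's quasi-likelihood test) and 959.9 ± 140.1 CPM in the MTP + CR group (2.06 against MTP, adjusted p = 0.0124). Slco1a1 and Cyp2c67, a cytochrome P450, had log2 fold changes of −4.32 and −3.15 in the MTP group. Against MTP, the MTP + CR group had log2 fold changes of −2.62 for Acot2, −4.78 for Cidec and 2.53 for Cyp2c67. All of these calls held when any single library was left out. In total 422 genes were called in both comparisons, 190 of them higher in MTP and lower in MTP + CR and 232 the other way, and none moved in the same direction. Of those called in both under total-count scaling, 1646 were higher in MTP and lower in MTP + CR and 163 the other way, and on log2(FPKM + 1) 1054 and 157. A further 398 genes were called only in MTP against Control and 1470 only in MTP + CR against MTP.
Both comparisons use the MTP libraries, so that an error in these libraries gives opposite signs in the pair. With 20 simulated datasets of unchanged groups, 0 to 1 genes were called in both. Each comparison of these datasets called only 0 to 1 genes, so they cannot show how much the shared MTP livers add to the 422. When each comparison had its own pair of MTP livers (all 6 divisions), 6 to 23 genes were called in both. The single comparisons then called 33 to 2467 genes against Control and 45 to 3954 in MTP + CR against MTP, where the full fit called 820 and 1892. The drop from 422 is therefore not the share due to shared livers. The covariance of the log2 fold changes over genes was −0.43 (median) with separate pairs, against −0.54 with shared livers and −0.10 in the simulated data. The count of 422 moved to 173, 158 and 265 without Control 1, 3 and 4, to 84, 274, 62 and 1411 without MTP 1, 2, 3 and 4, and to 134, 198 and 275 without MTP + CR 1, 3 and 4. The targets of hepatotoxicity from DisGeNet and GeneCards were not analysed here, so the count covers all genes.
The median log2 difference of the cholesterol synthesis genes from the Control mean was 0.04 ± 0.82 in Control livers (SD, n = 4), −1.63 ± 0.45 in MTP livers and −0.12 ± 0.80 in MTP + CR livers. For the male-biased genes it was −0.03 ± 1.07, −1.98 ± 0.65 and 0.02 ± 1.18. For the PPARα targets it was 0.00 ± 0.28, 1.10 ± 0.15 and 1.15 ± 0.39.

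**Figure D1:**
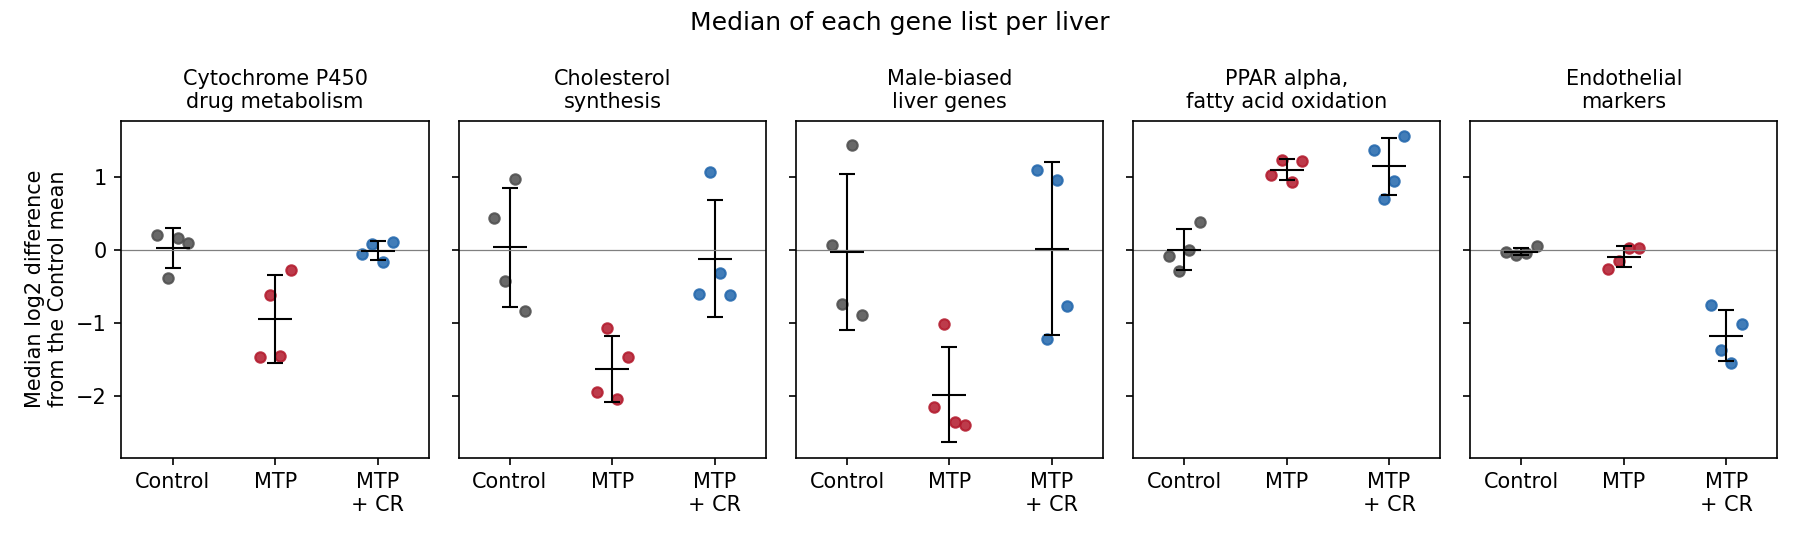
Median log2 difference from the Control mean over the genes of 5 lists, 1 point per liver, with the mean and SD of 4 livers per group. The MTP + CR medians of the endothelial list, −1.54 to −0.76, lie below those of all Control and MTP livers.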

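Genes of drug metabolism by cytochrome P450, of complement and coagulation and of glutathione metabolism were more frequent than in a random draw among the 422 genes called in both comparisons. The drug metabolism list of 83 tested genes gave 14 genes, against 2.30 for a random draw (odds ratio 7.31, adjusted p = 3.02e-07 from Fisher's exact test, one-sided). They were Aox3, Cyp1a2, Cyp2a5, Cyp2c29, Cyp2c67, Cyp2c68, Cyp2c69, Cyp2e1, Cyp3a25, Gsta3, Gstm6, Gstp1, Gstp2 and Ugt2b5. Complement and coagulation, with 68 tested genes, gave 8 genes, against 1.89 for a random draw (odds ratio 4.74, adjusted p = 0.00142 from Fisher's exact test, one-sided). Among them were Cfb, F11, F13a1, Serpina1a, Serpina1b, Serpina1c and Serpina1e, of which the Serpina1 genes are near-identical copies that share reads. Glutathione metabolism, with 51 tested genes, gave 5 genes, against 1.42 for a random draw (odds ratio 3.84, adjusted p = 0.0221 from Fisher's exact test, one-sided), namely G6pdx, Gsta3, Gstm6, Gstp1 and Gstp2. All of these but G6pdx are also in the drug metabolism list. For p53 signaling, with 60 tested genes, the count was 4 genes, against 1.67 for a random draw (odds ratio 2.52, adjusted p = 0.106 from Fisher's exact test, one-sided). Among them were Casp8, Sesn2 and Tnfrsf10b. For IL-17 signaling, with 49 tested genes, it was 1 gene, against 1.36 for a random draw (odds ratio 0.729, adjusted p = 0.749 from Fisher's exact test, one-sided), the gene being Casp8.
F11, which encodes coagulation factor XI, was at 107 ± 24.1 CPM in the Control group, 21.8 ± 15.9 CPM in the MTP group and 85.8 ± 21.1 CPM in the MTP + CR group (SD, n = 4). Its log2 fold change was −2.29 in MTP against Control and 1.98 in MTP + CR against MTP, and the second call was lost without MTP 3 or MTP + CR 1 (1.78 to 1.93) and with only these 2 groups in the fit (1.98). Sesn2, a stress-induced regulator of mTOR signaling, rose from 11.5 ± 0.949 to 28.4 ± 8.85 CPM in the MTP group (log2 fold change 1.31). Gtse1, a p53 regulator of G2 phase, rose by 3.67 on the log2 scale. F8, coagulation factor VIII made by endothelial cells, fell from 34.7 ± 8.73 to 6.98 ± 1.68 CPM in the MTP + CR group (log2 fold change −2.31), and Thbd, thrombomodulin, fell by 2.19.
In the MTP group against Control, 2 complement and coagulation genes were higher, 8 lower and 58 did not pass the test (5 higher and 16 lower when adjusted over the list alone), with a median log2 fold change of −0.44 (adjusted p = 7.90e-06 from limma's camera, 0.359 with an estimated correlation), which was −0.02 under total-count scaling and −0.73 without MTP 4. With crocin against MTP, 12 were higher, 7 lower and 49 did not pass (22 higher and 8 lower when adjusted over the list alone), with a median log2 fold change of 0.61 (adjusted p = 5.45e-05 from limma's camera, 0.451 with an estimated correlation), which was 0.13 under total-count scaling. Of the p53 signaling genes, 7 were higher and 53 did not pass in the MTP group (9 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.36 (adjusted p = 0.00974 from limma's camera, 0.349 with an estimated correlation), which was 0.86 under total-count scaling and 0.21 without MTP 1. With crocin, 3 were higher, 9 lower and 48 did not pass (3 higher and 9 lower when adjusted over the list alone), with a median log2 fold change of −0.21 (adjusted p = 0.189 from limma's camera, 0.510 with an estimated correlation), which was −0.74 under total-count scaling and −0.13 with the length and GC trend removed. These 5 pathways were named by the study from these samples, so neither the p of Fisher's exact test nor the counts over each list alone are independent evidence. The tests used 5 gene lists drawn up from general knowledge and the 15197 tested genes as background.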

Kyoto Encyclopedia of Genes and Genomes analysis showed that the differentially expressed mRNAs related to hepatotoxicity were mainly enriched in the complement and coagulation cascades, p53 signaling pathway, glutathione metabolism, IL-17 signaling pathway, and drug metabolism-cytochrome P450 (Figure 11B).

**FIGURE 11:**
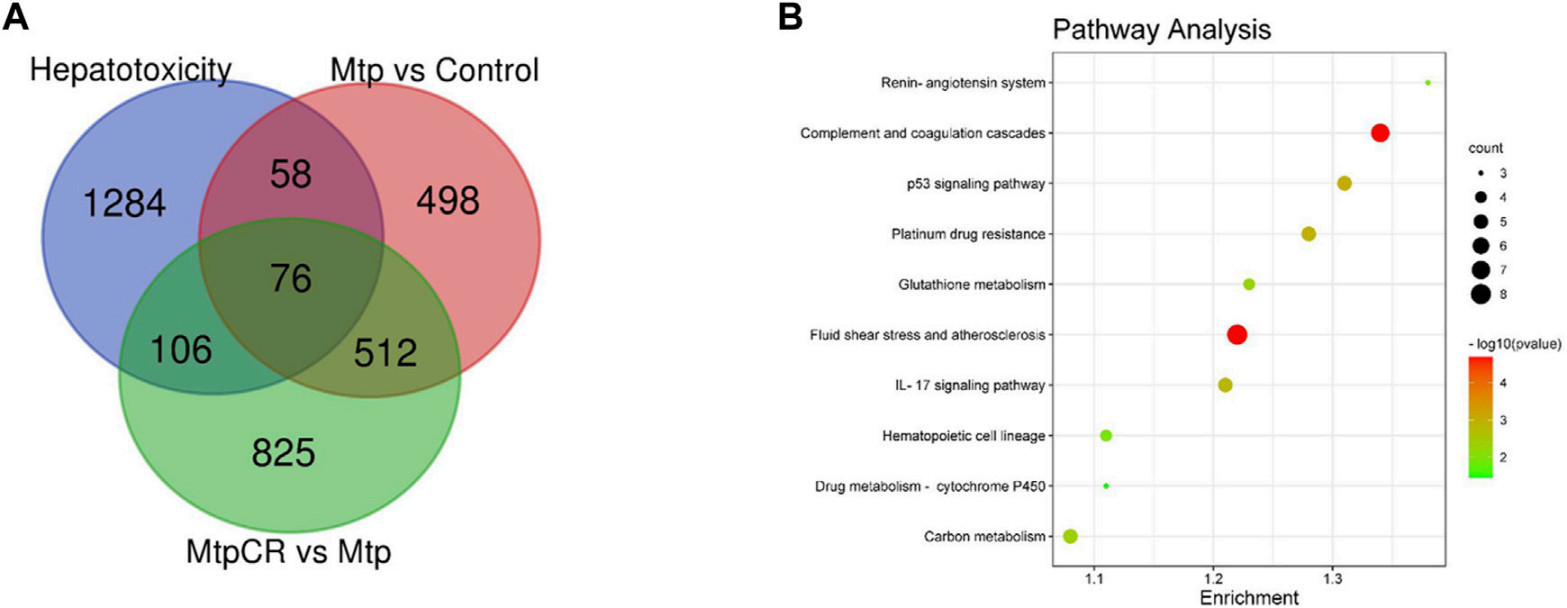
Venn diagram showing the number of differently expressed mRNAs related to hepatotoxicity **(A)** and pathway enrichment analysis **(B)**.

### 3.7 Validation of RNA-Seq Results Using qRT-PCR

Expression of mRNA was restricted to FPKM > 20, which resulted in selection of 23 DEGs. 

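Among genes called in both comparisons, 101 had a mean FPKM above 20 in at least 1 group of 4 livers, 77 of them lower in MTP and 24 higher, and all moved the other way in MTP + CR. The most abundant was Serpina1b, which encodes an α1-antitrypsin, with a mean FPKM of 3128 in its highest group. It was at 8796 ± 2010.3 CPM in the Control group, 2680.1 ± 1448 CPM in the MTP group and 10001 ± 2269 CPM in the MTP + CR group (SD, n = 4). Its log2 fold changes were −1.71 (standard error 0.42, adjusted p = 0.0323 from edgeR's quasi-likelihood test) and 1.90 (standard error 0.42, adjusted p = 0.0208). Serpina1c, its near-identical copy, had log2 fold changes of −2.07 and 2.02, so how their reads divide is uncertain. Of the 22 genes whose names can be read in the heat map of Figure 12, 12 were among the 101. The calls of Serpina1b were lost without Control 1, 2 or 3 or MTP 1 or 3 (−1.74 to −1.49), with only these 2 groups in the fit (−1.71) and with the replicate number as a block (−1.76) in MTP against Control and without MTP 1 or 3 or MTP + CR 1 (1.66 to 1.80) and with only these 2 groups in the fit (1.90) in MTP + CR against MTP. Those of Serpina1c were lost without Control 3 or MTP 1 or 3 (−1.92 to −1.83) and without MTP 1 or 3 or MTP + CR 1 (1.73 to 1.85) and with only these 2 groups in the fit (2.02). With a minimum FPKM of 20 in every library, 31 genes remained of the 422, and with a mean over the 12 libraries above 20, 77.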

Analysis of the expression trends of the top 23 DEGs (Figure 12) resulted in selection of Cyp1a2, Gstp1, and Gsta4, which were related to drug metabolism-cytochrome P450 and glutathione metabolism, for further qRT-PCR verification. 

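Cyp1a2 and Gstp1 fell in the MTP group and rose again in the MTP + CR group, and Gsta4 rose in MTP + CR against MTP. Cyp1a2 (ENSMUSG00000032310, chromosome 9, 57676937 to 57683703 of mm10) encodes a cytochrome P450 of phase I metabolism. It was at 833 ± 151 CPM in the Control group (mean ± SD, n = 4), 97.5 ± 76.9 CPM in the MTP group and 462 ± 155 CPM in the MTP + CR group. Its log2 fold change was −3.09 in MTP against Control (standard error 0.47, adjusted p = 0.00633 from edgeR's quasi-likelihood test) and 2.24 in MTP + CR against MTP (standard error 0.46, adjusted p = 0.0165). All 4 MTP livers lay below all Control and all MTP + CR livers, and the second call was lost without MTP 1 (2.04) or MTP 3 (2.00). Gstp1 (ENSMUSG00000060803, chromosome 19, 4035407 to 4037985 of mm10) encodes a glutathione S-transferase of class pi. It was at 805 ± 345, 118 ± 70.8 and 897 ± 405 CPM in the 3 groups. Its log2 fold changes were −2.77 (standard error 0.51, adjusted p = 0.0109 from edgeR's quasi-likelihood test) and 2.93 (standard error 0.51, adjusted p = 0.00934), and both calls held when any single library was left out. Gstp2, a neighboring copy that can share its reads and was added here after its values were seen, had log2 fold changes of −1.75 and 1.93. Gstp-ps, a pseudogene copy also added after its values were seen, had log2 fold changes of −2.81 and 3.28. Its mean FPKM in its highest group was 756, against 171 for Gstp1, so how reads divide between these copies is uncertain. Gsta4 (ENSMUSG00000032348, chromosome 9, 78182774 to 78209349 of mm10) encodes a glutathione S-transferase of class alpha that acts on products of lipid peroxidation. It was at 44.8 ± 13.2 CPM in the Control group, 11.5 ± 10.7 CPM in the MTP group and 51.3 ± 27.1 CPM in the MTP + CR group. Its log2 fold change of −1.96 in MTP against Control did not pass the test (standard error 0.60, adjusted p = 0.0721 from edgeR's quasi-likelihood test), and passed without MTP 4 (−2.83). In MTP + CR against MTP it was 2.16 (standard error 0.60, adjusted p = 0.0380 from edgeR's quasi-likelihood test), a call lost without Control 1, 3 or 4 or MTP 1, 2 or 3 or MTP + CR 1, 3 or 4 (1.74 to 2.28) and with only these 2 groups in the fit (2.16).

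**Figure D2:**
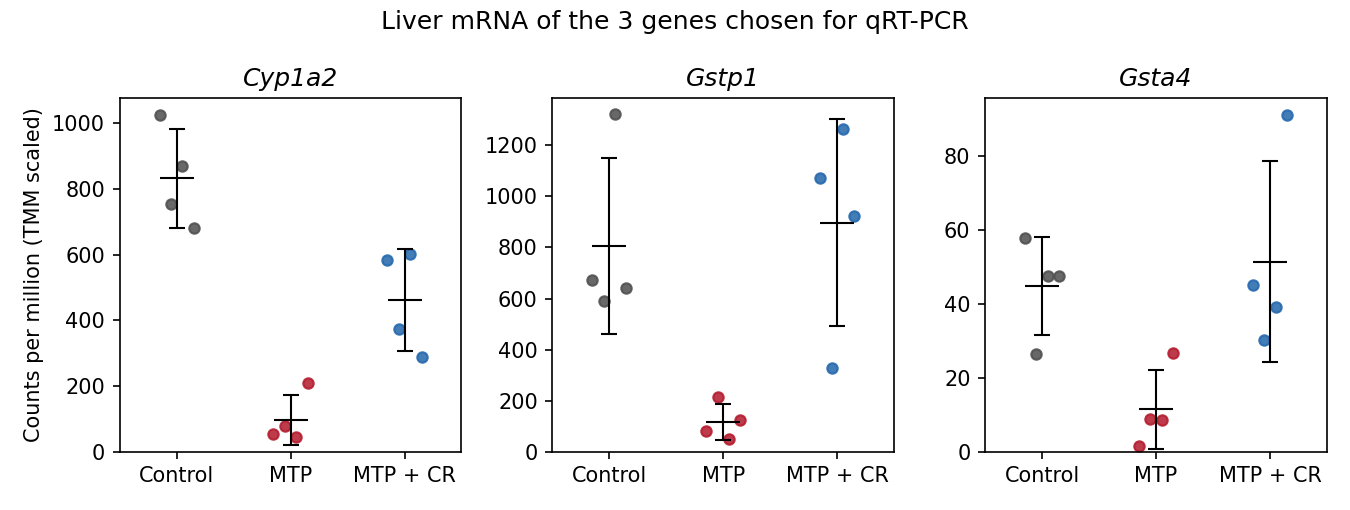
CPM of Cyp1a2, Gstp1 and Gsta4, 1 point per liver, with the mean and SD of 4 livers per group. The MTP livers of Cyp1a2 lie at 44.1 to 211 CPM, below the other groups.

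Of the 22 genes readable in the heat map, 12 were lower and 10 higher in the MTP group by estimate, and all 22 had the opposite sign in MTP + CR against MTP. In MTP against Control 14 passed the test (20 when adjusted over the list alone), in MTP + CR against MTP 15 (22 when adjusted over the list alone) and in both 12. The study chose these genes from these samples, so the counts over the list alone are not independent evidence. Among these 12 are Crp, Pemt, Cyp7b1, Angptl8, Elane, Slc22a5 and G6pdx. Neither comparison passed for S100a8, S100a9, Sds, Serpina6 and Hsp90aa1. Crp, which encodes C-reactive protein, fell from 632 ± 176 to 77.9 ± 66.3 CPM (log2 fold change −3.02). Slc22a5, a carnitine transporter, rose from 17.9 ± 9.53 to 88.5 ± 33.5 CPM (log2 fold change 2.30). Ehhadh, a peroxisomal enzyme of fatty acid oxidation, rose from 199 ± 93.5 to 1408 ± 333 CPM (log2 fold change 2.82) and did not pass in MTP + CR against MTP (−1.09, adjusted p = 0.0864 from edgeR's quasi-likelihood test). The number passing in both was 19 on log2(FPKM + 1), 6 with only the 2 compared groups in the fit, 7 without Control 1, 7 without Control 3, 4 without MTP 1, 3 without MTP 3, 5 without MTP + CR 1, 7 without MTP + CR 3 and 6 without MTP + CR 4.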

As shown in Figure 13, Cyp1a2, Gsta4, and Gstp1 expression levels were decreased in the MTP group, and these decreases were mitigated in the MTP + CR group.

**FIGURE 12:**
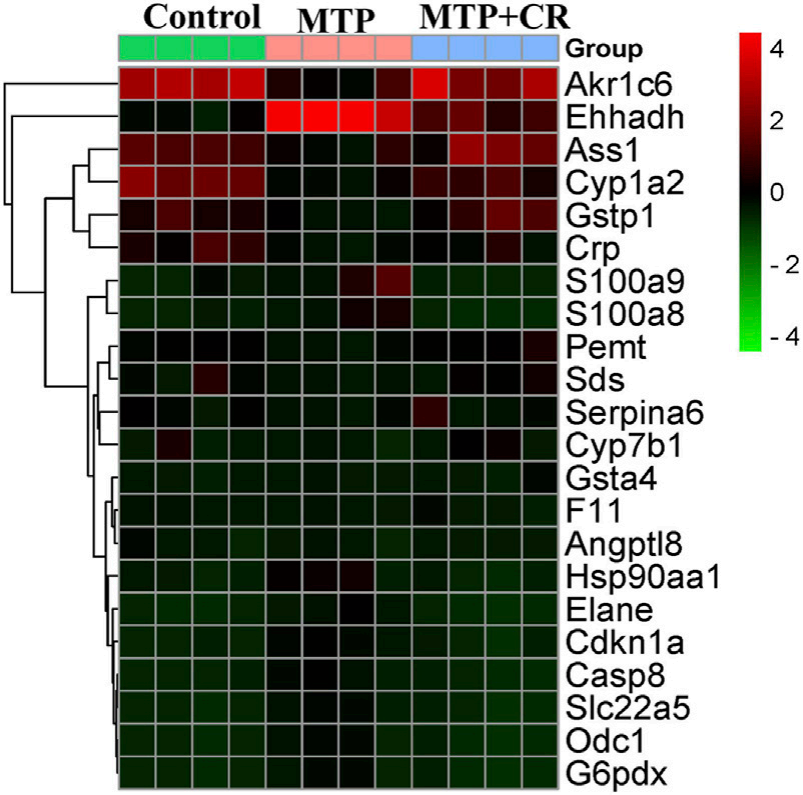
The heat maps of the Top 23 differentially-expressed mRNAs among three groups.

**FIGURE 13:**
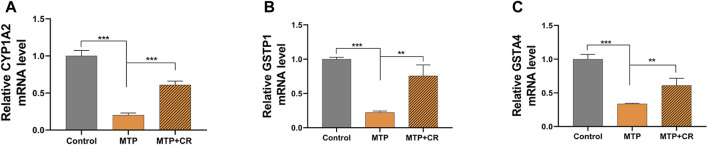
Confirmation of mRNA expression by qRT-PCR **(A)** the CYP1A2 mRNA level; **(B)** the GSTP1 mRNA level; **(C)** the GSTA4 mRNA level. **p < 0.01,***p < 0.001 vs MTP.

## 4 Discussion

The therapeutic window for TP is very narrow, resulting in sometimes overlapping therapeutic and toxic ranges. Therefore, identification of methods to attenuate toxicity without impacting efficacy is of great importance.

Previous studies showed that crocin has a considerable anti-inflammatory and antioxidant potency (Li et al., 2018; Korani et al., 2019; Yaribeygi et al., 2021). In addition, combined treatment with GA and TP increase efficacy while decreasing toxicity in RA treatment (Tai et al., 2014). Therefore, in this study, we explored the ability of the novel treatment combination of TP + CR to treat arthritis with reduced TP-induced toxicity using GA combined with TP as the positive control. As a result, the anti-arthritis effects in the TP + CR group were equivalent to those in the TP and TP + GA groups, as determined by evaluation of foot volume and arthritis score, proinflammatory cytokine levels, and collagen antibody assay. Animal toxicity experiments showed that CR reduced TP-induced multi-organ damage (Figure 8 and Table 4), and reduced mortality.

Hepatotoxicity is the most significant TP-induced side effect and the mechanism is complex, which is believed to occur via oxidative stress, abnormal liver drug enzyme activity, and immune-mediated injury (Tian et al., 2019). Crocin has been shown to act on multiple pharmacological targets, such as antioxidant, anti-inflammatory, and immunoregulatory systems that may be involved in TP-induced toxicity (Attia et al., 2021).

Previous animal studies have shown that crocin is a protective against doxorubicin-induced nephrotoxicity and cyclophosphamide-induced hepatotoxicity through modulation of antioxidant enzymes and inflammatory mediators (Jnaneshwari et al., 2013; Hussain et al., 2021). Combined treatment with vitamin C and TP could combat oxidative stress by regulating the levels of SOD, GSH, CAT and MD (Xu et al., 2019), which agrees with the known mechanisms for TP-induced hepatotoxicity (Cao et al., 2022). TP may lead to emergency oxidative damage of liver cells by reducing thioredoxin activity (Shen et al., 2019). In this study, we evaluated changes in oxidative stress markers in the liver, the primary organ responsible for drug metabolism. The results showed that co-administration of TP + CR reversed TP-induced changes in SOD and CAT activities, and GSH and MDA levels, in a dose-dependent manner.

The metabolism of TP and other drugs depends on enzymes in liver microsomes, which involve phase I and phase II metabolism. Cytochrome P450s, representative enzymes of Phase I, are responsible for the hydroxylation of triptolide *in vitro* and CYP3A4 enzyme mediated metabolic elimination is an important detoxification pathway for TP (Xiao et al., 2020). Glutathione-S-transferases are a superfamily of phase-II metabolic enzymes that protect against oxidative stress (Singh and Reindl, 2021). Transcriptome sequencing and KEGG analysis in this study showed that differentially expressed mRNAs related to hepatotoxicity (76 mRNAs) were mainly enriched in glutathione metabolism, IL-17 signaling pathway, and drug metabolism-cytochrome P450. We selected the most significantly differentially expressed genes, Cyp1a2, Gstp1, and Gsta4, for confirmation by qRT-PCR. Our results showed that co-administration of TP + CR reversed TP-induced decreased in Cyp1a2, Gsta4, and Gstp1 expression. Cyp1a2 is an important phase-I metabolic enzyme in the cytochrome P450 family of enzymes. Gsta4 and Gstp1 can catalyze the binding of glutathione to TP metabolites *in vivo*, thus reducing the toxicity of TP. Therefore, our results indicated that phase I and phase II metabolic enzymes both participate in critical detoxification processes in TP-induced liver injury, and crocin could reduce TP-induced liver injury by down-regulating gene expression of these enzymes. In addition, IL-17 mediated the immune response of TP and played an essential role in the liver injury pathology (Wei et al., 2017). 

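Several transcripts of phase I and phase II enzymes were lower in MTP livers, and several were higher again in MTP + CR livers. Of 83 genes of drug metabolism by cytochrome P450, 18 were lower in MTP than in Control and 65 did not pass the test (1 higher and 30 lower when adjusted over the list alone). Between MTP + CR and MTP, 20 were higher and 63 did not pass (32 higher when adjusted over the list alone). The median log2 difference of the list from the Control mean was 0.02 ± 0.27 in Control livers (SD, n = 4), −0.95 ± 0.60 in MTP livers and −0.01 ± 0.13 in MTP + CR livers. Over the list, the fold changes had a median log2 fold change of −0.93 (adjusted p = 3.04e-11 from limma's camera, 0.349 with an estimated correlation) in MTP against Control and a median log2 fold change of 0.96 (adjusted p = 4.20e-10 from limma's camera, 0.445 with an estimated correlation) in MTP + CR against MTP, and total-count scaling gave −0.54 and 0.51. In MTP against Control, 24 hepatocyte marker genes had a median log2 fold change of −0.97 (adjusted p = 8.14e-09 from limma's camera, 0.349 with an estimated correlation), which was −0.57 under total-count scaling, with 6 lower and 18 not passing (10 lower when adjusted over the list alone). Cyp2c29, a cytochrome P450, fell from 1805 ± 573 CPM in the Control group to 129 ± 64.1 CPM in the MTP group, a log2 fold change of −3.80 (standard error 0.49, adjusted p = 0.00282 from edgeR's quasi-likelihood test). It has close relatives in the Cyp2c cluster that can share its reads. Cyp2a5, a coumarin hydroxylase, rose from 45.1 ± 5.58 to 179.6 ± 76.7 CPM in MTP + CR against MTP, a log2 fold change of 1.99 (standard error 0.28, adjusted p = 0.00317 from edgeR's quasi-likelihood test).
Of 51 genes of glutathione metabolism, 3 were higher, 6 lower and 42 did not pass the test in MTP against Control (6 higher and 13 lower when adjusted over the list alone), with a median log2 fold change of −0.46 (adjusted p = 0.00727 from limma's camera, 0.349 with an estimated correlation), which was −0.06 under total-count scaling. Between MTP + CR and MTP, 7 were higher, 3 lower and 41 did not pass (11 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of 0.45 (adjusted p = 0.00408 from limma's camera, 0.445 with an estimated correlation), which turned to −0.03 under total-count scaling. Gsta3, a glutathione S-transferase of class alpha, fell from 611 ± 285 to 82.3 ± 42.2 CPM, a log2 fold change of −2.89 (standard error 0.45, adjusted p = 0.00683 from edgeR's quasi-likelihood test). Gstt3, of class theta, had a log2 fold change of −2.41, and Gstm6, of class mu, of −1.70. Gpx7, a peroxidase of the endoplasmic reticulum, rose in MTP + CR against MTP with a log2 fold change of 1.59, which was 0.97 without a call when the trend over gene length and GC content was removed. On log2(FPKM + 1) it was 0.81, and Gstt3 and Gstm6 were at −1.39 and −1.08, all called. The study named both pathways from these samples, so the counts over each list alone are not independent evidence. From Cyp1a2, Gsta4 and Gstp1, the paper proposes that enzymes of phase I and phase II both take part in detoxification in liver injury by triptolide, and that crocin lessens the injury by lowering the expression of these enzymes.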

Our results also revealed that crocin might be involved in IL-17 mediated immune regulation. However, further research is still required.

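Few genes of IL-17 signaling passed the test in MTP against Control, and some fell in MTP + CR against MTP. Of 49 genes tested, 1 was higher, 1 lower and 47 did not pass the test in MTP against Control (1 higher and 1 lower when adjusted over the list alone). On simulated data with 200 changed genes, a log2 fold change of 1 was called in 8.16% of such genes in this comparison. This share may be higher in the real data, where more genes were called, but few calls still do not show little change. The higher gene was Casp8, which encodes caspase-8, and the lower one Il1b, which encodes interleukin-1β. In MTP + CR against MTP, 2 were higher, 7 lower and 40 did not pass (2 higher and 11 lower when adjusted over the list alone). The median over the list was 0.01 ± 0.07 log2 units from the Control mean in Control livers (SD, n = 4), 0.01 ± 0.11 in MTP livers and −0.23 ± 0.18 in MTP + CR livers. Il17a and Il17f, the ligands, had no count in any of the 12 libraries, where a count of 0 allows up to 0.163 to 0.193 CPM. They were named after their values were seen.
Casp8 was at 30.3 ± 5.19 CPM in the Control group, 81.9 ± 38.5 CPM in the MTP group and 36.3 ± 6.12 CPM in the MTP + CR group (SD, n = 4). Its log2 fold changes were 1.43 (adjusted p = 0.0199 from edgeR's quasi-likelihood test) and −1.17 (adjusted p = 0.0320). Il17ra, the receptor subunit, fell from 37.1 ± 7.24 to 21.1 ± 5.11 CPM in MTP + CR against MTP, a log2 fold change of −0.81 (adjusted p = 0.0374 from edgeR's quasi-likelihood test). Nfkb1, a subunit of NF-κB, fell from 35.3 ± 2.84 to 21.6 ± 2.90 CPM, a log2 fold change of −0.71 (adjusted p = 0.0293 from edgeR's quasi-likelihood test). S100a8 and S100a9, calprotectin genes of neutrophils, had log2 fold changes of 1.75 and 1.74 in MTP against Control and −3.02 and −2.65 in MTP + CR against MTP, and none of these passed the test. S100a8 was at 85.2 and 99.3 CPM in MTP 1 and MTP 4 and at 9.30 and 6.08 CPM in MTP 2 and MTP 3.
As a list, the IL-17 genes had a median log2 fold change of −0.03 (adjusted p = 0.963 from limma's camera, 0.963 with an estimated correlation) in MTP against Control, where the mean was 0.03 (SD 0.77 over genes, which went both ways) and total-count scaling gave a median of 0.44. This median was above 0 without Control 1 or 2, MTP 4 or any MTP + CR liver (up to 0.04) and with the length and GC trend removed (0.02). For MTP + CR against MTP they had a median log2 fold change of −0.46 (adjusted p = 0.211 from limma's camera, 0.451 with an estimated correlation), and the rotation test fry gave an adjusted p of 0.0329. Their median was −0.94 under total-count scaling, −0.16 with the length and GC trend removed, and −0.25, −0.31 and −0.25 without MTP 1, MTP 4 and MTP + CR 4. The pathway was named by the study from these samples, so the counts over the list alone are not independent evidence. The call of Casp8 was lost without Control 1 or 3 or MTP 3 (1.09 to 1.39) in MTP against Control and without MTP 1, 2 or 3 or MTP + CR 1, 3 or 4 (−1.22 to −0.84) and with only these 2 groups in the fit (−1.17) in MTP + CR against MTP, that of Il1b without Control 1 or MTP 1 (−1.65 to −1.40), that of Il17ra without Control 1, 3 or 4 or MTP 1, 2 or 3 or MTP + CR 1, 2 or 4 (−0.87 to −0.67), with no filter (−0.78), in edgeR's exact test (−0.81) and with only these 2 groups in the fit (−0.81) and that of Nfkb1 without MTP 1, 2 or 3 or MTP + CR 1 or 4 (−0.72 to −0.63), with no filter (−0.68), in edgeR's exact test (−0.71), with only these 2 groups in the fit (−0.71), with the replicate number as a block (−0.71) and with the length and GC trend removed (−0.38). Total-count scaling gave −1.35 for Il17ra and −1.23 for Nfkb1, log2(FPKM + 0.1) gave −1.27 and −1.15, and log2(FPKM + 1) gave −0.64 for Il1b, all called.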

In conclusion, our results demonstrated that co-administration of TP and CR could protect CIA mice from TP-induced multi-organ damage without reducing the therapeutic efficacy of TP. The mechanisms by which CR protected against TP-induced toxicity may have been related to the drug metabolism-cytochrome P450 and glutathione metabolism pathways. Our study demonstrated that CR could be used to attenuate TP toxicity without impacting therapeutic efficacy. Future studies should clarify the specific mechanisms by which CR protects against TP-induced toxicity, and ongoing studies are exploring new dosage forms and administration strategies for CR and TP.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE202175

## References

[B1] AbdiH.AganjZ.HosseinzadehH.MosaffaF. (2022). Crocin Restores the Balance of Th1/Th2 Immune Cell Response in ConA-Treated Human Lymphocytes. Pharmacol. Rep. 74, 513–522. *[Preprint]* . 10.1007/s43440-022-00362-3 35294736

[B2] AttiaA. A.RamdanH. S.Al-EisaR. A.Adle FadleB. O. A.El-ShenawyN. S. (2021). Effect of Saffron Extract on the Hepatotoxicity Induced by Copper Nanoparticles in Male Mice. Molecules 26 (10), 3045. 10.3390/molecules26103045 34065267PMC8161208

[B3] BrandD. D.LathamK. A.RosloniecE. F. (2007). Collagen-induced Arthritis. Nat. Protoc. 2 (5), 1269–1275. 10.1038/nprot.2007.173 17546023

[B4] CaoZ.LiuB.LiL.LuP.YanL.LuC. (2022). Detoxification Strategies of Triptolide Based on Drug Combinations and Targeted Delivery Methods. Toxicology 469, 153134. 10.1016/j.tox.2022.153134 35202762

[B5] El-BeshbishyH. A.HassanM. H.AlyH. A.DoghishA. S.AlghaithyA. A. (2012). Crocin "saffron" Protects against Beryllium Chloride Toxicity in Rats through Diminution of Oxidative Stress and Enhancing Gene Expression of Antioxidant Enzymes. Ecotoxicol. Environ. Saf. 83, 47–54. 10.1016/j.ecoenv.2012.06.003 22766413

[B6] HosseiniA.RazaviB. M.HosseinzadehH. (2018). Pharmacokinetic Properties of Saffron and its Active Components. Eur. J. Drug. Metab. Pharmacokinet. 43 (4), 383–390. 10.1007/s13318-017-0449-3 29134501

[B7] HussainM. A.AbogreshaN. M.AbdelKaderG.HassanR.AbdelazizE. Z.GreishS. M. (2021). Antioxidant and Anti-inflammatory Effects of Crocin Ameliorate Doxorubicin-Induced Nephrotoxicity in Rats. Oxid. Med. Cell. Longev. 2021, 8841726. 10.1155/2021/8841726 33628387PMC7899759

[B8] JnaneshwariS.HemshekharM.SanthoshM. S.SunithaK.ThusharaR.ThirunavukkarasuC. (2013). Crocin, a Dietary Colorant, Mitigates Cyclophosphamide-Induced Organ Toxicity by Modulating Antioxidant Status and Inflammatory Cytokines. J. Pharm. Pharmacol. 65 (4), 604–614. 10.1111/jphp.12016 23488790

[B9] KoraniS.KoraniM.SathyapalanT.SahebkarA. (2019). Therapeutic Effects of Crocin in Autoimmune Diseases: A Review. BioFactors 45 (6), 835–843. 10.1002/biof.1557 31430413

[B10] LiL.ZhangH.JinS.LiuC. (2018). Effects of Crocin on Inflammatory Activities in Human Fibroblast-like Synoviocytes and Collagen-Induced Arthritis in Mice. Immunol. Res. 66 (3), 406–413. 10.1007/s12026-018-8999-2 29777367

[B11] LiangH.PengB.DongC.LiuL.MaoJ.WeiS. (2018). Cationic Nanoparticle as an Inhibitor of Cell-free DNA-Induced Inflammation. Nat. Commun. 9 (1), 4291. 10.1038/s41467-018-06603-5 30327464PMC6191420

[B12] QinW. Z. (2019). “Chapter 2 Rheumatoid Arthritis,” in The Study on Tripterygium Wilfordii. Editor TuS (BeiJing, China: science press), 378–387.

[B13] RazaviB. M.HosseinzadehH. (2015). Saffron as an Antidote or a Protective Agent against Natural or Chemical Toxicities. Daru 23 (1), 31. 10.1186/s40199-015-0112-y 25928729PMC4418072

[B14] SalemM.ShaheenM.TabbaraA.BorjacJ. (2022). Saffron Extract and Crocin Exert Anti-inflammatory and Anti-oxidative Effects in a Repetitive Mild Traumatic Brain Injury Mouse Model. Sci. Rep. 12 (1), 5004. 10.1038/s41598-022-09109-9 35322143PMC8943204

[B15] ShenF.XiongZ.KongJ.WangL.ChengY.JinJ. (2019). Triptolide Impairs Thioredoxin System by Suppressing Notch1-Mediated PTEN/Akt/Txnip Signaling in Hepatocytes. Toxicol. Lett. 300, 105–115. 10.1016/j.toxlet.2018.10.024 30394310

[B16] SinghR. R.ReindlK. M. (2021). Glutathione S-Transferases in Cancer. Antioxidants (Basel) 10 (5), 701. 10.3390/antiox10050701 33946704PMC8146591

[B17] TaiT.HuangX.SuY.JiJ.SuY.JiangZ. (2014). Glycyrrhizin Accelerates the Metabolism of Triptolide through Induction of CYP3A in Rats. J. Ethnopharmacol. 152 (2), 358–363. 10.1016/j.jep.2014.01.026 24486211

[B18] TanQ. Y.HuQ.ZhuS. N.JiaL. L.XiaoJ.SuH. Z. (2018). Licorice Root Extract and Magnesium Isoglycyrrhizinate Protect against Triptolide-Induced Hepatotoxicity via Up-Regulation of the Nrf2 Pathway. Drug. Deliv. 25 (1), 1213–1223. 10.1080/10717544.2018.1472676 29791258PMC6058668

[B19] TianY.LiP.XiaoZ.ZhouJ.XueX.JiangN. (2021). Triptolide Inhibits Epithelial-Mesenchymal Transition Phenotype through the p70S6k/GSK3/β-Catenin Signaling Pathway in Taxol-Resistant Human Lung Adenocarcinoma. Transl. Lung. Cancer. Res. 10 (2), 1007–1019. 10.21037/tlcr-21-145 33718039PMC7947389

[B20] TianY. G.SuX. H.LiuL. L.KongX. Y.LinN. (2019). Overview of Hepatotoxicity Studies on Tripterygium Wilfordii in Recent 20 Years. Zhongguo. Zhong. Yao. Za. Zhi. 44 (16), 3399–3405. 10.19540/j.cnki.cjcmm.20190527.408 31602901

[B21] TongL.ZhaoQ.DatanE.LinG. Q.MinnI.PomperM. G. (2021). Triptolide: Reflections on Two Decades of Research and Prospects for the Future. Nat. Prod. Rep. 38 (4), 843–860. 10.1039/d0np00054j 33146205

[B22] TrenthamD. E.TownesA. S.KangA. H. (1977). Autoimmunity to Type II Collagen an Experimental Model of Arthritis. J. Exp. Med. 146 (3), 857–868. 10.1084/jem.146.3.857 894190PMC2180804

[B23] WangJ. M.ChenR. X.ZhangL. L.DingN. N.LiuC.CuiY. (2018). *In Vivo* protective Effects of Chlorogenic Acid against Triptolide-Induced Hepatotoxicity and its Mechanism. Pharm. Biol. 56, 626–631. 10.1080/13880209.2018.1527370 31070533PMC6300082

[B24] WeiC. B.TaoK.JiangR.ZhouL. D.ZhangQ. H.YuanC. S. (2017). Quercetin Protects Mouse Liver against Triptolide-Induced Hepatic Injury by Restoring Th17/Treg Balance through Tim-3 and TLR4-MyD88-NF-Κb Pathway. Int. Immunopharmacol. 53, 73–82. 10.1016/j.intimp.2017.09.026 29040945

[B25] XiaoX.ZhangT.HuangJ.ZhaoQ.LiF. (2020). Effect of CYP3A4 on Liver Injury Induced by Triptolide. Biomed. Chromatogr. 34, e4864. 10.1002/bmc.4864 32330997

[B26] XingB.LiS.YangJ.LinD.FengY.LuJ. (2021). Phytochemistry, Pharmacology, and Potential Clinical Applications of Saffron: A Review. J. Ethnopharmacol. 281, 114555. 10.1016/j.jep.2021.114555 34438035

[B27] XuP.LiY.YuZ.YangL.ShangR.YanZ. (2019). Protective Effect of Vitamin C on Triptolide-Induced Acute Hepatotoxicity in Mice through Mitigation of Oxidative Stress. An. Acad. Bras. Cienc. 91, e20181257. 10.1590/0001-3765201920181257 31241707

[B28] XuZ.LinS.TongZ.ChenS.CaoY.LiQ. (2022). Crocetin Ameliorates Non-alcoholic Fatty Liver Disease by Modulating Mitochondrial Dysfunction in L02 Cells and Zebrafish Model. J. Ethnopharmacol. 285, 114873. 10.1016/j.jep.2021.114873 34848360

[B29] YabeR.ChungS. H.MurayamaM. A.KuboS.ShimizuK.AkahoriY. (2021). TARM1 Contributes to Development of Arthritis by Activating Dendritic Cells through Recognition of Collagens. Nat. Commun. 12, 94. 10.1038/s41467-020-20307-9 33397982PMC7782728

[B30] YalikongA.LiX. Q.ZhouP. H.QiZ. P.LiB.CaiS. L. (2021). A Triptolide Loaded HER2-Targeted Nano-Drug Delivery System Significantly Suppressed the Proliferation of HER2-Positive and BRAF Mutant Colon Cancer. Int. J. Nanomedicine. 16, 2323–2335. 10.2147/IJN.S287732 33776436PMC7989962

[B31] YangG.WangL.YuX.HuangY.QuC.ZhangZ. (2017). Protective Effect of 18β-Glycyrrhetinic Acid against Triptolide-Induced Hepatotoxicity in Rats. Evidence-Based Complementary Altern. Med. 2017, 3470320. 10.1155/2017/3470320 PMC544079628572827

[B32] YaribeygiH.MalekiM.MohammadiM. T.SathyapalanT.JamialahmadiT.SahebkarA. (2021). Crocin Improves Diabetes-Induced Oxidative Stress via Downregulating the Nox-4 in Myocardium of Diabetic Rats. Adv. Exp. Med. Biol. 1328, 275–285. 10.1007/978-3-030-73234-9_18 34981484

[B33] ZengH.ZhuX.TianQ.YanY.ZhangL.YanM. (2020). *In Vivo* antitumor Effects of Carboxymethyl Chitosan-Conjugated Triptolide after Oral Administration. Drug. Deliv. 27, 848–854. 10.1080/10717544.2020.1770370 32508161PMC8216443

[B34] ZhangL.YanM.ChenK.TianQ.SongJ.ZhangZ. (2020). Novel Carboxylated Chitosan-Based Triptolide Conjugate for the Treatment of Rheumatoid Arthritis. Pharmaceutics 12 (3), 202. 10.3390/pharmaceutics12030202 PMC715098832110979

[B35] ZhangY.FeiF.ZhenL.ZhuX.WangJ.LiS. (2017). Sensitive Analysis and Simultaneous Assessment of Pharmacokinetic Properties of Crocin and Crocetin after Oral Administration in Rats. J. Chromatogr. B. Anal. Technol. Biomed. Life. Sci. 1044-1045, 1–7. 10.1016/j.jchromb.2016.12.003 28056427

[B36] ZhangY.MaoX.LiW.ChenW.WangX.MaZ. (2021). Tripterygium Wilfordii: An Inspiring Resource for Rheumatoid Arthritis Treatment. Med. Res. Rev. 41, 1337–1374. 10.1002/med.21762 33296090

[B37] ZhaoJ.ZhangF.XiaoX.WuZ.HuQ.JiangY. (2021). Tripterygium Hypoglaucum (Levl.) Hutch and its Main Bioactive Components: Recent Advances in Pharmacological Activity, Pharmacokinetics and Potential Toxicity. Front. Pharmacol. 12, 715359. 10.3389/fphar.2021.715359 34887747PMC8650721

[B38] ZhaoZ.ZhangY.GaoD.ZhangY.HanW.XuX. (2022). Inhibition of Histone H3 Lysine-27 Demethylase Activity Relieves Rheumatoid Arthritis Symptoms via Repression of IL6 Transcription in Macrophages. Front. Immunol. 13, 818070. 10.3389/fimmu.2022.818070 35371061PMC8965057

How the deposited data were processed for this re-analysis (not part of the article)

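Liver RNA of 12 male mice was analysed, 4 per group, with 1 library per mouse: saline (Control), triptolide at 300 μg/kg (MTP), and triptolide at 300 μg/kg with crocin at 100 mg/kg (MTP + CR), each given by gavage for 7 days. The count values are whole numbers of fragments per gene, which the authors made by trimming the reads, mapping them with Hisat2 and counting with Stringtie. The FPKM values as deposited are the counts divided by gene length and by the total of the counts of each library, with no TMM factor, since count, FPKM and total give 1 gene length for every gene to within 3.06e-05 of its value. The labels of the samples name Bowtie among the tools, whereas the paper names Hisat2, and neither states the annotation release. Of 55487 genes, 55227 have an identifier in GENCODE vM21, which gave coordinates on mm10, and 114 gene names belong to more than 1 identifier.

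Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (count minimum 10, total count minimum 15), libraries were scaled with TMM, and 1 quasi-likelihood fit over the 3 groups gave the 3 comparisons, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold change above 1.5. CPM values carry the TMM factor, with some exceptions. Those of Xist, the filter of 1 CPM and the CPM that a count of 0 allows use total counts. Gene lists were drawn up from general knowledge before the data were examined, as were the tests, the rule for naming genes and the alternatives not described as added later. The names in the heat map of Figure 12 had been seen by then. Many of them are in these lists, such as Ehhadh and Slc22a5 (PPARα targets), Gstp1 and Cyp7b1 (male-biased genes) and Elane (neutrophils). The results of such lists are thus not fully independent of the paper's choice of genes from these samples. Lists with at least 5 tested genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with an estimated correlation and fry as alternatives. Pathways among genes called in both comparisons were tested with Fisher's exact test. DESeq2 1.42.0 served as another tool. Single genes were also tested with exact permutation of 4 against 4 livers, where the smallest two-sided p is 0.0286.

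Genes named in the text follow a rule in parts: (a) genes the paper names in its text, Table 1 or the heat map of Figure 12, (b) in each comparison, the 5 largest rises and 5 largest falls among called genes whose groups do not overlap and whose higher group has at least 5 CPM, without predicted genes and pseudogenes, (c) in each comparison, the 4 rising and 4 falling called genes with the highest mean CPM, and (d) for each list, up to 4 called members with the smallest adjusted p, or up to 2 where none is called. The genes of part (a) had been seen in the paper. Genes outside the rule are marked as chosen after their values were seen.

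The numbers 1 to 4 of the mice were checked for pairing between groups. The correlation of same-number livers was −0.19 to 0.20, so samples were treated as unpaired, with the number as a block as an alternative. The summed counts of the libraries ran from 15509226 to 18430566. The procedure was tested on simulated data with 200 changed genes, where it called 71.4% of genes with a log2 fold change of 2 and 10.0% of those with 1 between MTP + CR and Control.

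The alternatives were DESeq2, RLE and upper-quartile factors, no filter, a filter of 1 CPM in 4 libraries, edgeR's likelihood ratio and exact tests, only the 2 compared groups in the fit, no fold threshold, a fold above 2, the replicate block, limma-voom with quality weights, limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), and each library left out in turn. Added after the data were seen were total-count scaling, removal of each library's trend over gene length and GC content (lowess span 0.3), MTP 4 and MTP + CR 4 both left out, and the alternatives for the lists of MTP + CR against Control. Not analysed here are the raw reads, the targets of hepatotoxicity taken from databases, qRT-PCR, serum and tissue measures. A list of markers of neighboring tissues was left out of the tests because 3 of its genes passed the filter.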

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

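The tests on other non-parenchymal cells, on female mice and on long nuclear RNAs, total-count scaling and the removal of the length and GC trend were chosen only after the result was seen.

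In MTP + CR against Control, a comparison the paper does not report, 202 genes passed edgeR's quasi-likelihood test, 50 higher and 152 lower. The excess of lower genes was smaller with DESeq2 (518 higher and 591 lower) and the likelihood ratio test (369 and 490), and absent with the exact test (527 and 508). It remained under total-count scaling (38 and 108) and on log2(FPKM + 1) (21 and 66). Of the 35 divisions of these 8 livers into 4 and 4, 1, the real one, gave a count as large as 202, and the highest of the others gave 2. This makes a chance division an unlikely source, at 1 in 35 at best. It does not tell treatment from another difference between the groups. The count was 63, 106, 81 and 64 without Control 1, 2, 3 and 4, 133 and 328 without MTP 2 and 4, and 98, 370, 83 and 84 without MTP + CR 1, 2, 3 and 4.

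Of 20 endothelial marker genes tested, 12 were lower in MTP + CR than in Control and 8 did not pass the test (15 lower when adjusted over the list alone), with a median log2 fold change of −1.21 (adjusted p = 1.68e-14 from limma's camera, 0.202 with an estimated correlation). Over other scalings the highest median was −1.19, and with the length and GC trend removed it was −1.31, lower than in all of 10000 random lists of similar genes (lowest −0.34), which argues against scaling and this trend as the cause. The medians of Kupffer cell, stellate cell and cholangiocyte markers were −0.52, −0.31 and −0.31, up to 3.61 combined standard errors from the endothelial list by mean. These errors run over genes and do not measure the spread between mice. Per MTP + CR liver, the endothelial medians lay at −1.54 to −0.76. Those of Kupffer cells (−0.85 to −0.20) and stellate cells (−0.95 to −0.11) overlapped them, and those of cholangiocytes (−0.47 to −0.09) did not. This argues against an equal fall of the cholangiocyte markers and is less clear for the other markers, which were not compared with the endothelial ones within each liver. The values are of marker genes and do not count cells. When each library was left out in turn, the fewest endothelial markers called lower was 6, without Control 1. Fewer endothelial cells and lower expression in these cells may each explain this, and both stay open.

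Xist, the RNA of the inactive X chromosome, was at 5.35 ± 3.88 CPM in livers of male mice given triptolide (mean ± SD, n = 4), 0.0678 ± 0.136 CPM in Control and 0.197 ± 0.209 CPM in MTP + CR (exact permutation test, p = 0.0286 against Control, the smallest that 4 against 4 can give, and 0.0571 for MTP + CR against MTP). The counts were 152, 72, 125 and 6 in MTP 1 to 4. The Xist CPM and the ratios of Y-linked genes below are scaled by total counts without the TMM factor. That factor was 1.07 to 1.52 in MTP and 0.836 to 0.952 in Control, so with it both would be lower in MTP relative to Control. The log2 differences of nuclear RNAs below carry a TMM factor. In MTP 1, 2 and 3, no Y-linked gene among Ddx3y, Eif2s3y, Kdm5d and Uty lay below 0.748 of its Control mean, which argues against female mice, and the counts in olfactory and vomeronasal receptor genes account for 0.907% of the Xist counts, which argues against genomic DNA. The other 9 long nuclear RNAs had a median log2 difference of −0.0929 (−2.04 to 1.85), against 4.12 for Xist, which argues against a shift of the whole class but not of some members. Kcnq1ot1, the highest of them, had counts of 235, 98, 287 and 59 in MTP 1 to 4, against 13 to 47 in Control. MTP 1 and MTP 3, with the most Xist, also had the most receptor gene counts (612 and 533) and genes with a count (24070 and 23307). A small share of RNA from female cells and a rise of Xist in the male cells stay open, and no biological explanation was tested.

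In 12 of 210 groups of 4 livers, 1 liver stood apart from the other 3 by Dixon's test, and chance gives about 1 in 20. Such values were, in CPM, 1108 in MTP + CR 1 (others 501 to 527) for Ehhadh, 1321 in Control 3 (others 590.1 to 671) for Gstp1, 281 in MTP + CR 2 (others 89.8 to 121) for Serpina6, 371 in Control 3 (others 51.5 to 79.4) for Cyp7b1, 10.3 in MTP 1 (others 4.63 to 5.18) for Angptl8, 38.1 in Control 4 (others 27.4 to 28.0) for Casp8 and 33.0 in MTP + CR 2 (others 6.32 to 9.44) for G6pdx. As medians of lists, in log2 units from the Control mean, they were 0.274 in MTP + CR 4 (others −0.103 to −0.0948) for glutathione metabolism, 0.765 in MTP + CR 4 (others 0.154 to 0.253) for antioxidant enzymes, and −0.238 in Control 2 (others 0.0971 to 0.156) and −0.316 in MTP + CR 4 (others −0.0787 to −0.0677) for pericentral hepatocyte genes. The rank correlation of expression with gene length was −0.124 in MTP 4 (others 0.156 to 0.195). This correlation was 0.0334 to 0.196 in Control and −0.388 to −0.0580 in MTP + CR, so all MTP + CR libraries lay below all Control libraries. The log2 fold changes had a rank correlation with gene length of −0.282 in MTP + CR against MTP and −0.339 in MTP + CR against Control, against 0.0108 in MTP against Control, and whether the libraries or the livers differ in this was not tested.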

How the results depend on the processing

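Total-count scaling, the removal of the length and GC trend and the fit without MTP 4 and MTP + CR 4 were chosen only after the result was seen. Counts of called genes are given for MTP against Control, MTP + CR against MTP, MTP + CR against Control and genes called in both of the first comparisons, where the reported counts are 820, 1892, 202 and 422.

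The 4 counts were 1864, 3298, 1109 and 917 with DESeq2, 2931, 4546, 146 and 1810 with total-count scaling, 1540, 2956, 859 and 790 with edgeR's likelihood ratio test, 1534, 1740, 1035 and 580 with its exact test, 674, 1143, 116 and 308 with no filter, 633, 320, 105 and 110 with only the compared groups in the fit, 539, 1428, 66 and 251 with the replicate block, 2662, 3228, 625 and 1441 with limma-voom and quality weights, 2123, 3188, 87 and 1212 on log2(FPKM + 1), 2065, 3360, 97 and 1127 on log2(FPKM + 0.1) and 2615, 3369, 131 and 1655 without MTP 4 and MTP + CR 4. Fits of 2 groups have fewer samples. The FPKM values carry no TMM factor, so both FPKM settings share the scaling by total counts. In MTP against Control, 86.1% and 86.2% of their called genes were higher, against 89.0% under total-count scaling. For the other alternatives the cause was not tested. When each library was left out in turn, the counts ran from 244 to 2009, from 261 to 4009, from 63 to 370 and from 62 to 1411. With RLE or upper-quartile factors, a filter of 1 CPM, the length and GC trend removed or another fold threshold, the 4 counts stayed within 1.5 times those reported.

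By camera, 23 lists passed in MTP against Control and 20 in MTP + CR against MTP, with 18 to 24 and 16 to 21 when each library was left out. With an estimated correlation 0 passed in each, where 3 and 2 lists had an unadjusted p under 0.05 in limma's camera, and fry called 14 and 15. Among genes called in both comparisons, 31 had an FPKM above 20 in every library, against 101 with a group mean above 20.

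Gsta4 in MTP against Control, which did not pass in edgeR's quasi-likelihood test, passed at a log2 fold change of −1.96 in DESeq2, −1.62 with total-count scaling, −1.96 in the likelihood ratio test, −1.96 in the exact test, −2.28 with the replicate block, −2.78 in limma-voom, −1.80 and −1.99 on FPKM, −2.05 with the length and GC trend removed and −2.83 without MTP 4 and MTP + CR 4, and the cause was not tested. With each library left out it ran from −2.83, passing only without MTP 4, to −1.61. For MTP + CR against MTP, Gsta4 ran from 1.74 to 3.01 and did not pass with only both groups in the fit (2.16), and Cyp1a2 ran from 2.00 to 2.97. Over the 247 pairs of a named gene and a comparison, calls were lost in 680 and gained in 23 of the fits without 1 library, and lost in 264 and gained in 132 of the other fits, and no called value reversed. In 1 fit without 1 library and in 6 others, a value that passed in no fit compared here, of Colec10 in MTP against Control or Gapdh in MTP + CR against MTP, changed sign.

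On simulated data at this depth and number of livers, a log2 fold change of 1 was called in 8.16% of changed genes and one of 3 in 94.8% in MTP against Control. Smaller changes are thus missed more often. The simulation changed 200 genes, while 820 were called in the real comparison, where the adjustment is less strict, so the real shares may be higher.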

Differences from the paper's values

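Total-count scaling, the length and GC trend removed and the fit without MTP 4 and MTP + CR 4 were chosen only after the result was seen.

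The counts of differentially expressed genes at the paper's thresholds were 820 in MTP against Control, where the paper gives 1148, and 1892 in MTP + CR against MTP, where the paper gives 1526. Genes called in both were 422, against about 590 in Fig. 11A, read by eye. None of these 3 differs by more than 1.5 times. Nearest to the paper's count of MTP against Control was 1154 with the length and GC trend removed, a setting chosen after seeing the values, in which 12 of the 22 heat-map genes passed in both comparisons and 10 did not. Among the alternatives set before the data were examined it was 1119 without MTP + CR 4. Nearest to that of MTP + CR against MTP was 1516 with a fold above 2. Nearest to the count in both was 580 with edgeR's exact test.

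Of the 22 genes readable in the heat map of Figure 12, all 22 had opposite signs in the 2 comparisons, and 12 passed edgeR's quasi-likelihood test in both comparisons. The paper presents these genes as differentially expressed. In both comparisons 18 passed with DESeq2, 17 with the likelihood ratio test, 16 with the exact test, 16 with limma-voom, 19 on log2(FPKM + 1), 18 on log2(FPKM + 0.1), 18 without MTP 4, and, among the settings chosen after seeing the values, 18 with total-count scaling and 17 without MTP 4 and MTP + CR 4, which leave 4 and 5 of the 22 not passing. Fewer passed in both with only the 2 groups in the fit (6), no filter (11), the replicate block (11) and without Control 1 (7), 2 (9), 3 (7) or 4 (9), MTP 1 (4), 2 (9) or 3 (3) or MTP + CR 1 (5), 3 (7) or 4 (6), and 12 passed with RLE or upper-quartile factors, with a filter of 1 CPM, without MTP + CR 2 and with the length and GC trend removed. In MTP against Control, Ass1, Sds, Serpina6, Gsta4 and Odc1 did not pass and were called with DESeq2, the likelihood ratio test, limma-voom, log2(FPKM + 1) and without MTP 4. Ass1, Sds and Gsta4 also passed in the exact test, Ass1, Serpina6, Gsta4 and Odc1 on log2(FPKM + 0.1), Gsta4 with the replicate block and Ass1 without MTP + CR 2. Hsp90aa1 passed without MTP 4, but S100a8 and S100a9 passed in none of the settings run. Of the settings chosen after seeing the values, the fit without MTP 4 and MTP + CR 4 called these genes except S100a8 and S100a9, total-count scaling called Ass1, Gsta4, Hsp90aa1 and Odc1, and the length and GC trend removed called Ass1 and Gsta4.

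Between MTP + CR and MTP, Sds, Serpina6 and Hsp90aa1 did not pass and were called with DESeq2, the likelihood ratio test, the exact test, limma-voom, both FPKM scales and without MTP 4, and Sds also without MTP + CR 2. Ehhadh passed with DESeq2, the exact test and both FPKM scales. S100a8 passed with DESeq2, both other edgeR tests and both FPKM scales, S100a9 with DESeq2 and both other edgeR tests, and Cdkn1a on both FPKM scales. Of the settings chosen after seeing the values, total-count scaling called all 7, and the fit without MTP 4 and MTP + CR 4 called Sds, Serpina6 and Hsp90aa1.

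The paper lists p53 signaling and IL-17 signaling among the enriched pathways of the shared genes that are also related to hepatotoxicity. That narrower set was not analysed here, so the sets differ. Here 4 genes of p53 signaling (adjusted p = 0.106 from Fisher's exact test) and 1 of IL-17 signaling (adjusted p = 0.749) were among the 422, with lists drawn up from general knowledge. Drug metabolism by cytochrome P450, complement and coagulation and glutathione metabolism passed this test, which is no independent evidence, since the paper named these pathways from the same samples, and 4 of the 5 glutathione genes are also in the drug metabolism list.

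In its discussion the paper proposes that crocin lessens injury by lowering phase I and phase II enzymes. Between MTP + CR and MTP, Cyp1a2 (2.24 on the log2 scale), Gstp1 (2.93) and Gsta4 (2.16) were higher, and of 83 genes of drug metabolism 20 were higher. These values go with the paper's other statement, from qRT-PCR, that crocin reversed the fall of Cyp1a2, Gsta4 and Gstp1. By the paper's methods, the qRT-PCR used the RNA extracted for sequencing, so it is not an independent experiment. The lower level of these genes in MTP than in Control, which the paper also states, was found for Cyp1a2 and Gstp1, and by estimate for Gsta4 (adjusted p = 0.0721 from edgeR's quasi-likelihood test).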

Other observations

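The test of fasting genes was chosen only after the result was seen, as were the alternatives for the lists of MTP + CR against Control.

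Kdr was at 88.1 ± 5.91 CPM in Control livers (mean ± SD, n = 4) and 22.8 ± 3.36 CPM in MTP + CR livers, and Ptprb at 122 ± 15.9 and 16.5 ± 12.3 CPM. Against Control their log2 fold changes were −1.95 (adjusted p = 0.00210 from edgeR's quasi-likelihood test) and −2.89 (adjusted p = 0.0105). Fcgr2b (−1.81), Tek, an angiopoietin receptor (−1.64), Dnase1l3, a nuclease (−1.50), and Ehd3 (−1.34) were lower too, and these 6 calls held without any single library.

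Of 47 PPARα targets tested, 7 were higher in MTP + CR than in Control and 40 did not pass (35 higher when adjusted over the list alone), with a median log2 fold change of 1.20 (adjusted p = 8.36e-19 from limma's camera, 0.202 with an estimated correlation). Crat, a carnitine acetyltransferase, was at 27.5 ± 0.605, 142 ± 29.4 and 90.2 ± 22.1 CPM in Control, MTP and MTP + CR (log2 fold change 1.71, adjusted p = 0.00442 from edgeR's quasi-likelihood test for MTP + CR against Control), a call that held without any single library. The other 6 calls were lost without Control 1, 2 or 3, MTP 2 or MTP + CR 1, 3 or 4, and some also without Control 4, MTP 1 or MTP 3, namely Decr2 (log2 fold change 1.73 to 2.04 where lost), Acadvl (1.03 to 1.28), Slc25a20 (1.21 to 1.49), Fgf21 (2.39 to 3.25), Acadm (1.01 to 1.39) and Eci1 (1.12 to 1.54). Of the 820 genes called in MTP against Control, 41 were called in the same direction in MTP + CR against Control. The low count does not show that the others returned to the Control level. On simulated data with 200 changed genes, 10.0% of those with a log2 fold change of 1 were called in this comparison. By camera 8 lists passed in MTP + CR against Control, 5 higher and 3 lower, but 29 of the 35 divisions of the samples gave as many (highest other 16), so chance cannot be excluded. With an estimated correlation 0 passed, and 2 had an unadjusted p under 0.05 in limma's camera, while fry called 2.

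Among antioxidant enzymes, 18 genes were tested, 4 of them higher in MTP + CR than in MTP and 14 not passing (10 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.67 (adjusted p = 0.00101 from limma's camera, 0.445 with an estimated correlation), which was 0.15 under total-count scaling and 0.42 with the length and GC trend removed. In MTP against Control 1 was lower and 17 did not pass (3 lower when adjusted over the list alone), with a median log2 fold change of −0.01 (adjusted p = 0.152 from limma's camera, 0.556 with an estimated correlation), which ran from −0.21 to 0.07 when each library was left out and was 0.43 under total-count scaling. The mean over the list was −0.23. The median per liver, from the Control mean, was 0.01 ± 0.06 in Control (SD, n = 4), −0.24 ± 0.20 in MTP and 0.35 ± 0.28 in MTP + CR. Against Control none of the 18 passed in MTP + CR (0 when adjusted over the list alone), with a median log2 fold change of 0.31 (adjusted p = 0.0291 from limma's camera, 0.773 with an estimated correlation), which was 0.18 with the length and GC trend removed. The 4 were Sod1, a superoxide dismutase (log2 fold change 1.34, adjusted p = 0.0462 from edgeR's quasi-likelihood test), a call lost without Control 1, 2, 3 or 4 or MTP 1, 2 or 3 or MTP + CR 1, 3 or 4 (1.03 to 1.49), under total-count scaling (0.88), with no filter (1.36), with only these 2 groups in the fit (1.34) and on log2(FPKM + 0.1) (0.92), Txnrd3 (1.26), lost without MTP 1, 2 or 3 or MTP + CR 1, 2 or 3 (1.06 to 1.30), under total-count scaling (0.81), with no filter (1.28), with only these 2 groups in the fit (1.26), with the replicate number as a block (1.26), on log2(FPKM + 1) (0.47), on log2(FPKM + 0.1) (0.71) and with the length and GC trend removed (1.05), Prdx4 (1.13), lost without MTP 3 (1.09) and with only these 2 groups in the fit (1.13) and at 0.64 on log2(FPKM + 1), 0.65 on log2(FPKM + 0.1) and 0.65 under total-count scaling with a call, and Txnrd2 (0.95), lost without MTP 1 or 3 (0.92 to 0.95), under total-count scaling (0.44), with only these 2 groups in the fit (0.96), on log2(FPKM + 1) (0.31) and on log2(FPKM + 0.1) (0.42).

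Of the 35 divisions of the samples of MTP against Control, 1, the real one, gave 820 called genes or more (highest other 1). This makes a chance division an unlikely source, at 1 in 35 at best. For its lists 1 of 35 gave 23 or more, but the highest other gave 22 and the fit without MTP 1 gave 18. The lead is thus 1 list, and chance stays a possible source. For MTP + CR against MTP, 1 of 35 gave 1892 genes or more, but the highest other gave 1486, with MTP 4 and MTP + CR 2 exchanged, which points to a structure of the samples. For its 20 lists, 3 of 35 gave as many (highest other 21), so chance cannot be excluded. Of 100 regroupings of all samples, 1, the real one, gave 422 genes called in both, or 101 of these above FPKM 20, and the highest other gave 1 in each. This makes a chance regrouping an unlikely source of the calls, at 1 in 100 at best. Where the single comparisons call few genes, as in most divisions above, few can be called in both. The regroupings thus do not test the overlap apart from the single comparisons. The 101 genes are part of the 422 and are not a second test. None of these counts tells treatment from another difference between the groups.

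A candidate explanation for the raised PPARα targets and lowered lipid synthesis genes in MTP is lower food intake. The 14 fasting-induced genes outside the PPARα targets had a median log2 fold change of −0.61 in MTP against Control (SD 1.14 over genes), with 2 called lower, G6pc and Got1, and 4 with an estimate above 0. The genes go both ways, so the test leaves food intake open as an explanation. Whether their falls belong to a wider fall of hepatocyte genes was not tested.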
